# Adipocyte HIF2α functions as a thermostat via PKA Cα regulation in beige adipocytes

**DOI:** 10.1038/s41467-022-30925-0

**Published:** 2022-06-07

**Authors:** Ji Seul Han, Yong Geun Jeon, Minsik Oh, Gung Lee, Hahn Nahmgoong, Sang Mun Han, Jeehye Choi, Ye Young Kim, Kyung Cheul Shin, Jiwon Kim, Kyuri Jo, Sung Sik Choe, Eun Jung Park, Sun Kim, Jae Bum Kim

**Keywords:** Cell signalling, Transcription, Fat metabolism

## Abstract

Thermogenic adipocytes generate heat to maintain body temperature against hypothermia in response to cold. Although tight regulation of thermogenesis is required to prevent energy sources depletion, the molecular details that tune thermogenesis are not thoroughly understood. Here, we demonstrate that adipocyte hypoxia-inducible factor α (HIFα) plays a key role in calibrating thermogenic function upon cold and re-warming. In beige adipocytes, HIFα attenuates protein kinase A (PKA) activity, leading to suppression of thermogenic activity. Mechanistically, HIF2α suppresses PKA activity by inducing miR-3085-3p expression to downregulate PKA catalytic subunit α (PKA Cα). Ablation of adipocyte HIF2α stimulates retention of beige adipocytes, accompanied by increased PKA Cα during re-warming after cold stimuli. Moreover, administration of miR-3085-3p promotes beige-to-white transition via downregulation of PKA Cα and mitochondrial abundance in adipocyte HIF2α deficient mice. Collectively, these findings suggest that HIF2α-dependent PKA regulation plays an important role as a thermostat through dynamic remodeling of beige adipocytes.

## Abstract (web summary)

Thermogenic adipocytes maintain body temperature in response to cold, but how this is tuned during cold and re-warming is unclear. Here, the authors show HIF2α inhibits beige adipocyte retention, regulating PKA catalysis to control dynamic adipocyte remodelling.

## Introduction

Adipose tissue is a central organ in the regulation of energy homeostasis. In mammals, adipose tissues are largely divided into white adipose tissue (WAT) and brown adipose tissue (BAT) based on their morphology and functional characteristics. While WAT is responsible for lipid storage and endocrine functions, BAT is specialized in the maintenance of body temperature by non-shivering thermogenesis to protect the body from hypothermia^1^. Brown adipocytes in BAT contain multilocular lipid droplets (LDs) and numerous mitochondria, which are suitable for efficient heat generation by dissipating proton gradient via uncoupling protein 1 (UCP1). Recently, it has been reported that WAT is able to possess brown-like adipocytes, termed beige or brite adipocytes^2,3^. As beige adipocytes exhibit morphological and functional plasticity upon stimuli, they are considered to be inducible types of thermogenic adipocytes^4–6^. Upon demands for long-term heat production such as chronic cold exposure or sustained β-adrenergic activation, enhanced beige adipocytes stimulate the thermogenic programs and increase UCP1 expression. In contrast, beige adipocytes lose their thermogenic characteristics and return to white adipocytes accompanied by unilocular LD and decreased mitochondrial abundance upon re-warming or alteration of external stimuli^5,7,8^.

Upon sympathetic nerve activation during cold acclimation, activation of β-adrenergic receptor-dependent adenylyl cyclase produces cyclic AMP (cAMP), which in turn stimulates protein kinase A (PKA) signaling. In thermogenic adipocytes, PKA signaling promotes lipolysis through phosphorylation of lipases and related proteins to produce free fatty acids and glycerol^9–11^. The fatty acids generated from PKA-induced lipolysis are not only used as a fuel but also directly activate UCP1 in mitochondria^12^. Besides, PKA governs the activation of thermogenic programming including thermogenic gene expression and mitochondrial biogenesis^13–15^. Although PKA activation largely depends on cellular cAMP levels, emerging evidence has proposed that the stoichiometric balance between PKA regulatory and catalytic subunits is also a key factor in modulating PKA activity, independent of cAMP levels^16–18^.

Thermogenic adipocytes utilize large amounts of energy source and oxygen to fulfill their needs for sustaining their activities under cold conditions. As increased oxygen consumption leads to an oxygen deficit in adipose tissues, thermogenic adipose tissues become hypoxic upon cold exposure^19^. Under oxygen deprivation, hypoxia-inducible factor α (HIFα) escapes from prolyl hydroxylase (PHD)- and von Hippel–Lindau protein (VHL)-dependent proteasomal degradation and modulates various cellular responses, including glucose and lipid metabolism^20–22^. HIFα has two major α subunits, HIF1α and HIF2α, which regulate common and specific target genes^20^. During the catabolic process, HIFα affects lipid metabolism by modulating lipolysis and mitochondrial fatty acid oxidation^23,24^. In adipocytes, HIFα attenuates PKA-induced lipolysis to prevent futile lipid breakdown^25^. Moreover, HIFα has been reported to suppress mitochondrial activities including β-oxidation and oxidative phosphorylation (OXPHOS) in hypoxic conditions and VHL deficient models^26–29^. Recently, it has been reported that fat mass and adipocyte size are altered in adipocyte-specific HIF1α or HIF2α knockout mice upon high fat diet^30–32^. However, the physiological roles of HIFα in cold-induced hypoxia and, particularly, the key isoform of HIFα in thermogenic adipocytes have not been thoroughly studied.

In this study, we aimed to unravel the roles of HIFα in thermogenic adipocytes. We comprehensively analyzed the thermoregulatory roles of HIFα using various adipocyte-specific HIFα knockout mouse models and pharmacological HIFα modulation. In addition, bioinformatic approaches were adopted to identify the key mediator(s) of HIF2α-dependent pathways for PKA-dependent thermogenic regulation. Here, we elucidate the physiological roles of HIF2α in the activation of beige adipocytes and rewiring of beige-to-white adipocyte transition. Collectively, our data suggest that HIF2α is an important molecular brake that fine-tunes thermogenic activity in beige adipocytes to maintain whole-body energy homeostasis.

## Results

### Cold acclimation increases HIFα expression in thermogenic adipocytes

Given that HIFα could be induced in thermogenic adipose tissues^19^, we evaluated the extent of hypoxia in several fat depots at different temperatures. Compared to thermoneutral (TN) conditions, the overall intensity of pimonidazole staining was markedly increased in inguinal WAT (iWAT) and BAT during cold exposure (Fig. 1a, b), but not in epididymal WAT (eWAT) (Supplementary Fig. 1a). Simultaneously, the levels of HIF1α and HIF2α proteins gradually increased during cold exposure in iWAT and BAT (Fig. 1c, d), and HIF2α proteins were slightly induced in eWAT upon cold (Supplementary Fig. 1b). Moreover, in iWAT, cold-induced HIF1α and HIF2α protein levels were augmented in adipocytes with multilocular LDs (Fig. 1e, f). To examine whether HIFα might be also promoted by β-adrenergic stimuli, we measured the levels of HIF1α and HIF2α protein upon treatment with a β3-adrenergic agonist, CL-316,243 (CL). In iWAT and BAT, chronic administration of CL elevated HIF1α and HIF2α as well as UCP1 (Fig. 1g, h). These data indicate that HIFα protein expression would be augmented in thermogenic adipose tissues, accompanied by hypoxia.

**Fig. 1:**
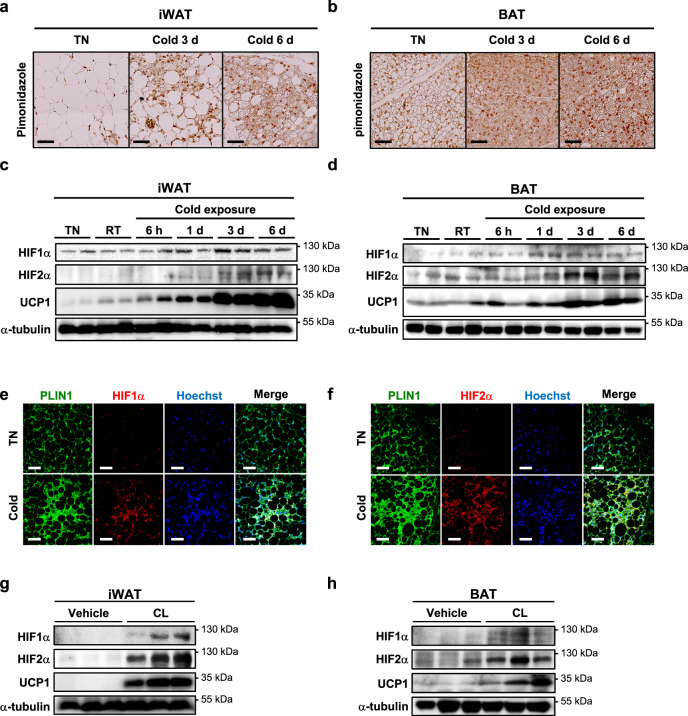
Cold exposure induces HIFα expression in thermogenic adipose tissues. **a**, **b** Immunohistochemistry of (**a**) iWAT and (**b**) BAT sections upon TN or cold exposure using an anti-pimonidazole antibody and DAB staining. Scale bars, 50 μm. **c**, **d** Western blot analysis of HIFα and UCP1 (loaded 50 μg for iWAT and 10 μg for BAT) in **c** iWAT and **d** BAT upon TN (30 °C), RT (22 °C), or cold exposure (4–6 °C). **e**, **f** Immunofluorescence images of iWAT sections upon TN or cold exposure (3 days) using anti-PLIN1 (green) and **e** anti-HIF1α or **f** anti-HIF2α (red) antibodies with Hoechst (blue) staining. Scale bars, 50 μm. **g**, **h** Western blot analysis of HIFα and UCP1 in **g** iWAT and **h** BAT at TN upon daily CL administration (0.5 mg/kg, 4 days).

### HIFα regulates thermogenic programming in adipocytes upon cold stimuli

To investigate the roles of HIFα in thermogenic adipocytes, we generated adipocyte-specific HIF1α, HIF2α knockout and HIF1/2α double knockout (HIF1α AKO, HIF2α AKO, and HIF1/2α DKO, respectively) mice using *Adiponectin-Cre*. As expected, mRNA levels of the *Hif1a* and/or *Hif2a* gene were downregulated in adipose tissue (Supplementary Fig. 2a). Upon cold exposure, HIF1α AKO, HIF2α AKO, and HIF1/2α DKO mice were cold tolerant and exhibited higher body temperature than wild-type (WT) mice (Fig. 2a, b). Next, we subjected the thermogenic tissues to histological analyses. While BAT did not show significant differences in WT and adipocyte HIFα deficient mice upon TN or cold (Supplementary Fig. 2b–d), multilocular LDs containing adipocytes were evidently elevated in iWAT of HIF1αAKO, HIF2α AKO, and HIF1/2α DKO mice upon cold (Fig. 2c–e). Thermogenic gene expression was significantly upregulated in iWAT of HIF2α AKO and HIF1/2α DKO mice and slightly increased in iWAT HIF1α AKO mice (Fig. 2f), implying that HIF2α might be a key player in the regulation of thermogenic programming. Consistently, the level of UCP1 protein was further promoted in cold exposed iWAT of HIF2α AKO mice than that of WT mice (Supplementary Fig. 2e, f). Accordingly, HIFα deficient beige adipocytes potentiated thermogenic gene expression, while overexpression of HIFα attenuated thermogenic gene expression (Supplementary Fig. 2g, h).

**Fig. 2:**
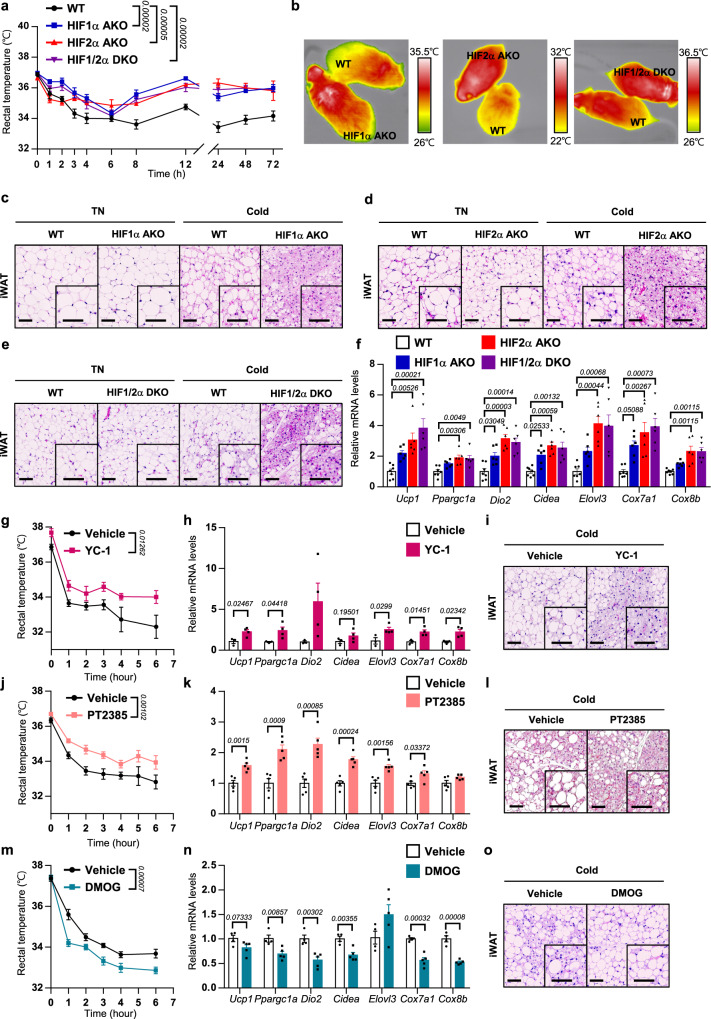
Adipocyte-specific HIF2α KO mice exhibit increased thermogenic activities upon cold exposure. **a** Changes in rectal temperature of WT (*n* = 9), HIF1α AKO (*n* = 5), HIF2α AKO (*n* = 6), and HIF1/2α DKO (*n* = 7) mice during cold exposure. **b** Infrared images of body surface temperature of WT, HIF1α AKO, HIF2α AKO, and HIF1/2α DKO mice upon cold exposure (4 h). **c**–**e** Representative images of hematoxylin and eosin (H&E) staining of iWAT from WT, **c** HIF1α AKO, **d** HIF2α AKO, and **e** HIF1/2α DKO mice upon TN or cold exposure (3 days). Scale bars, 50 μm. **f** mRNA levels in iWAT from WT (*n* = 7), HIF1α AKO (*n* = 6), HIF2α AKO (*n* = 6), and HIF1/2α DKO (*n* = 6) mice upon cold exposure (3 days). **g** Rectal temperature of vehicle- (*n* = 5) and YC-1- (30 mg/kg, *n* = 5) administered mice during cold exposure. YC-1 was injected i.p. 1 h prior to exposure to cold. **h** mRNA levels in iWAT from vehicle- (*n* = 3) and YC-1- (*n* = 4) administered mice upon cold exposure (3 days). **i** Representative images of H&E staining of iWAT from vehicle- and YC-1-administered mice upon cold exposure (3 days). Scale bars, 50 μm. **j** Rectal temperature of vehicle- (*n* = 6) and PT2385- (10 mg/kg, *n* = 6) administered mice during cold exposure. PT2385 was injected i.p. 1 h prior to exposure to cold. **k** mRNA levels in iWAT from vehicle- (*n* = 5) and PT2385- (*n* = 5) administered mice upon cold exposure (3 days). **l** Representative images of H&E staining of iWAT from vehicle- and PT2385-administered mice upon cold exposure (3 days). Scale bars, 50 μm. **m** Rectal temperature of vehicle- (*n* = 6) and DMOG- (40 mg/kg, *n* = 7) administered mice during cold exposure. DMOG was injected i.p. 1 h prior to exposure to cold. **n** mRNA levels in iWAT from vehicle- (*n* = 4) and DMOG- (*n* = 5) administered mice upon cold exposure (3 days). **o** Representative images of H&E staining of iWAT from vehicle- and DMOG-administered mice upon cold exposure (3 days). Scale bars, 50 μm. Data were expressed as the mean ± SEM by either two-tailed unpaired Student *t*-tests in (**h**, **k**, **n**), one-way ANOVA in (**f**), or two-way repeated-measures ANOVA in (**a**, **g**, **j**, **m**) followed by Holm–Sidak’s multiple comparisons test.

To explore whether HIFα could modulate thermogenic function in classical brown adipocytes, we generated brown adipocyte-specific HIF1α and HIF2α knockout (HIF1α BKO and HIF2α BKO, respectively) mice using *Ucp1-Cre*. Similar to the pan-adipocyte HIFα deletion mouse model, HIF1α BKO and HIF2α BKO mice were cold tolerant (Supplementary Fig. 3a, b). While the overall size of lipid droplets was relatively smaller in BAT of HIF1α BKO and HIF2α BKO than that of WT at 6 h of cold (Supplementary Fig. 3c), histological changes appeared to be comparable between the genotypes upon 3 days of cold (Supplementary Fig. 3d), implying that thermogenic function might be maximized by 3 days of cold exposure. In addition, many thermogenic gene expressions were comparable in BAT and iWAT, except that *Ucp1* and *Elovl3* appeared to be upregulated in BAT of HIF2α BKO mice (Supplementary Fig. 3e, f).

In parallel, thermogenic properties were investigated by pharmacological interventions of HIFα with a general HIFα inhibitor (YC-1), HIF2α-specific inhibitor (PT2385), or HIFα activator (dimethyloxaloylglycine, DMOG) during cold acclimation (Supplementary Fig. 4a–f). Similar to the genetic ablation of HIFα, YC-1-treated WT mice were cold tolerant with increased thermogenic gene expression and beige adipocyte accumulation in iWAT upon cold (Fig. 2g–i). In addition, HIF2α-specific inhibitor PT2385-treated mice exhibited augmented thermogenic properties with elevated beige adipocytes in iWAT upon cold (Fig. 2j–l and Supplementary Fig. 4g). On the contrary, DMOG-administered WT mice were cold intolerant with attenuated thermogenic gene expression and beige adipocyte formation in iWAT upon cold (Fig. 2m–o). Therefore, these data suggest that adipocyte HIFα inhibition could stimulate thermogenic programming via beige adipocyte generation during cold exposure.

### Loss of HIF2α in adipocytes increases energy expenditure upon β-adrenergic activation

As chronic β-adrenergic stimulation potentiates beige adipocyte formation in iWAT^33^, we examined the effects of chronic CL treatment on thermogenic activity in iWAT. As shown in Fig. 3a–c, iWAT of HIF2α AKO mice exhibited elevated thermogenic properties as well as increased UCP1 expression upon CL treatment. Similarly, CL boosted beige adipocyte generation and thermogenic gene expression in HIF1α AKO and HIF1/2α DKO iWAT (Supplementary Fig. 5a–d). To study whether increased thermogenic activity by adipocyte HIFα ablation might alter whole-body energy metabolism, metabolic rates were measured. As indicated in Fig. 3d–i and Supplementary Fig. 5e–g, the volume of oxygen consumption (VO_2_), the volume of carbon dioxide production (VCO_2_), and energy expenditure were increased in HIF2α AKO and HIF1/2α DKO mice treated with CL. However, these parameters were comparable between WT and HIF1α AKO mice treated with CL (Supplementary Fig. 5h–j), implying that adipocyte HIF2α deficiency would potentiate energy expenditure with β-adrenergic activation.

**Fig. 3:**
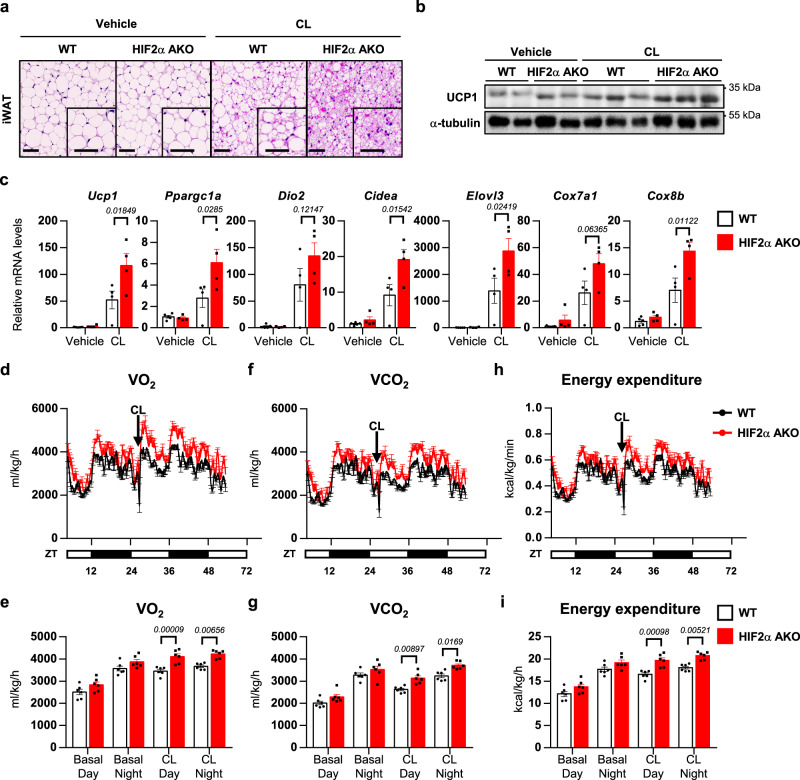
HIF2α ablation in adipocytes potentiates energy expenditure upon β3-adrenergic activation. **a** Representative images of H&E staining of iWAT from WT and HIF2α AKO mice upon daily CL administration (0.5 mg/kg, 4 days). Scale bars, 50 μm. **b** Western blot analysis of UCP1 in iWAT from WT and HIF2α AKO mice upon daily CL administration (0.5 mg/kg, 4 days). **c** mRNA levels in iWAT from WT (Vehicle; *n* = 5, CL; *n* = 4) and HIF2α AKO (*n* = 4) mice upon daily CL administration (0.5 mg/kg, 4 days). **d**–**i** **d**, **e** VO_2_, **f**, **g** VCO_2_, and **h**, **i** energy expenditure for WT and HIF2α AKO mice (*n* = 6). Data were expressed as the mean ± SEM by two-way ANOVA followed by Holm–Sidak’s multiple comparisons test.

### In beige adipocytes, HIF2α ablation potentiates PKA signaling via PKA Cα upregulation

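RNA of iWAT, the inguinal fat pad in which beige adipocytes form, was sequenced from 12 mice at 10 weeks of age, with 3 mice in each of 4 groups. WT mice carried floxed Hif2a alleles without Cre, and HIF2α AKO mice carried them with Adiponectin-Cre, so that Cre and the loss of HIF2α were always present together. The groups of each genotype were kept at 30 °C for 7 days (TN) or at 4 to 6 °C for 3 days (cold). The authors aligned the reads to the mouse assembly GRCm38 and deposited the number of reads that HTSeq counted on each gene, without normalization. The counts on genes summed to between 24347776 and 35204631 per mouse in TN WT and between 22368316 and 31152101 in TN HIF2α AKO mice. In cold-exposed mice, the sums lay between 23635703 and 29983577 in WT and between 24318787 and 27039018 in HIF2α AKO mice. Counts were compared in a single edgeR model of the 4 groups with TMM normalization, over the 15306 genes that passed edgeR's filter on low counts. The biological coefficient of variation between mice of a group was 0.202. Because the targeted gene serves as a check of the genotype labels, its counts were examined first. Epas1, which encodes HIF2α, lies on chromosome 17 from 86753864 to 86833410. Its normalized count, as CPM (TMM-scaled counts relative to the library size), was 360 ± 76.8 (SD, n = 3 mice) in TN WT, 348 ± 53.8 (SD, n = 3) in TN mice labelled HIF2α AKO, 627 ± 100.6 (SD, n = 3) in cold WT and 826 ± 139 (SD, n = 3) in cold mice labelled HIF2α AKO. The log2 fold change of libraries labelled HIF2α AKO against WT was -0.05 (standard error 0.20) at TN and 0.40 (standard error 0.20) upon cold. The cold value was 0.25 without cold HIF2α AKO replicate 1, and the TN value was 0.096 without TN WT replicate 3 and 0.067 without TN HIF2α AKO replicate 1. The 3 cold libraries labelled HIF2α AKO were above all cold WT libraries, the nearest by 0.00064 on the log2 scale, and a two-sided exact permutation test of 3 mice against 3 cannot give a p below 0.1. The counts cover the whole gene and do not resolve the floxed part, so they do not show whether that part was lost. The direction of Epas1 in cold was not the one that a loss of its transcript would give, so that genotypes are given as labelled. Eif4a2, which lies beside Adipoq on chromosome 16 from 23107468 to 23114132, separated the labelled genotypes at both temperatures. Its CPM was 641 ± 54.0 (SD, n = 3) in TN libraries labelled HIF2α AKO against 455 ± 24.4 (SD, n = 3) in TN WT, and 514 ± 25.8 (SD, n = 3) against 347 ± 7.15 (SD, n = 3) upon cold.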

To decipher the underlying mechanism(s) by which HIF2α modulates thermogenesis, transcriptome profiles of iWAT were scrutinized. 

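Between cold iWAT libraries labelled HIF2α AKO and cold WT libraries, 1 gene had an adjusted p under 0.05. This gene, Zfp949, lies on chromosome 9 from 88548020 to 88571086, and its CPM was 37.9 ± 6.17 (SD, n = 3) in the libraries labelled HIF2α AKO and 13.0 ± 0.773 (SD, n = 3) in WT. Its log2 fold change was 1.55 (standard error 0.13, adjusted p = 0.00278 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 6 of the 17 other tested genes within 1.5 Mb of it also differed between the labelled genotypes over both temperatures with an unadjusted p under 0.01. Zfp949 was also the single gene past that limit between the TN groups, with a log2 fold change of 1.57 (standard error 0.13). At an unadjusted p under 0.05, 451 genes passed between the cold groups, of which 257 were higher and 194 lower in libraries labelled HIF2α AKO. Between the TN groups, 446 genes passed. Both counts were below the 765.3 genes that chance alone yields on average when no gene differs. The cold count was 220 without cold HIF2α AKO replicate 1, 937 without cold WT replicate 3 and 725 without cold HIF2α AKO replicate 3. The TN count was 238 without TN HIF2α AKO replicate 2. With limma voom and sample quality weights in place of edgeR, the counts were 1177 in cold and 1473 at TN. These weights were lowest for cold WT replicate 3, at 0.34, and highest for TN WT replicate 1, at 4.17. The change in counts is therefore not one of the tool alone. Of the alternatives tried, DESeq2 on the 6 cold libraries moved the number of genes with an adjusted p under 0.05 most, to 13, and edgeR on the same libraries called 0 genes, with 445 at an unadjusted p under 0.05. No gene differed in its response to genotype between cold and TN at an adjusted p under 0.05. At an unadjusted p under 0.05, 327 passed, again fewer than chance yields. At the thresholds of the paper's methods, 725 genes were upregulated and 649 downregulated in cold libraries labelled HIF2α AKO. Without cold HIF2α AKO replicate 1, 428 were upregulated, and without cold WT replicate 3, 1283 were upregulated and 1706 downregulated. Without cold HIF2α AKO replicate 3, 1291 were downregulated.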

Compared to WT iWAT, HIF2α AKO iWAT showed numerous differentially expressed genes (DEGs) (Supplementary Fig. 6a). Among the upregulated DEGs, “thermogenesis” and “mitochondrion” gene ontology signatures were ranked as the top biological pathways in cold exposed iWAT of HIF2α AKO mice (Fig. 4a, b). 

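The nuclear-encoded OXPHOS subunits and a panel of thermogenic genes were examined in place of the ontology terms, as lists written before the counts were examined but after Supplementary Data 1 and 2 had been read. Of 74 tested OXPHOS subunits, 72 had a higher fitted level in cold libraries labelled HIF2α AKO than in cold WT, with a median log2 fold change of 0.25 (camera with a preset correlation, adjusted p = 5.87e-14 over 7 lists). All 8 thermogenic genes (Ucp1, Dio2, Ppargc1a, Elovl3, Cidea, Cox7a1, Cox8b and Prdm16) were higher, with a median log2 fold change of 0.68 (camera, adjusted p = 2.71e-04). Camera called 6 of the 7 lists. None of its calls held with a correlation estimated from the data, where the smallest adjusted p was 0.306, or under fry, where it was 0.416. The study picked 34 of the OXPHOS subunits and 6 of the thermogenic genes from these libraries for Supplementary Data 1, so that the lists are not independent of it. OXPHOS subunits made up 1.38% of the upregulated DEGs and 0.483% of all tested genes (Fisher's exact test, two-sided, p = 0.00247, adjusted p = 0.00432 over 7 lists). Of the thermogenic genes, 5 were among the upregulated DEGs (Fisher's exact test, two-sided, adjusted p = 8.18e-05). Without cold HIF2α AKO replicate 1, no OXPHOS subunit was among the upregulated DEGs and the share was 0%, and the median log2 fold change was 0.095 for the subunits and 0.43 for the thermogenic genes, of which 0 were among these DEGs. Without cold WT replicate 1, 1 thermogenic gene was among them, and this list was no longer called either, and 3 were without cold WT replicate 3. The share was 0.666% without cold WT replicate 1 and 0.653% without cold WT replicate 2, where Fisher's exact test no longer called it, 2.34% without cold WT replicate 3 and 3.83% without cold HIF2α AKO replicate 2. Cold HIF2α AKO replicate 1 also held skeletal muscle transcripts, with 1387 CPM on 12 muscle genes against 116 or fewer in 10 others. For each mouse, the log2 CPM of a list's genes were averaged after subtracting each gene's mean over the 12 libraries. The thermogenic score was 3.35 ± 0.38 (SD, n = 3) in cold mice labelled HIF2α AKO and 2.75 ± 0.13 (SD, n = 3) in cold WT (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). The OXPHOS score was 0.87 ± 0.25 (SD, n = 3) against 0.64 ± 0.18 (SD, n = 3), a difference within the spread between mice (two-sided exact permutation test, p = 0.3). Epas1 was not lower in the cold libraries labelled HIF2α AKO. The paper takes the top-ranked pathways among the upregulated DEGs as the starting point for a search for mediators of thermogenesis downstream of HIF2α.

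**Figure D1:**
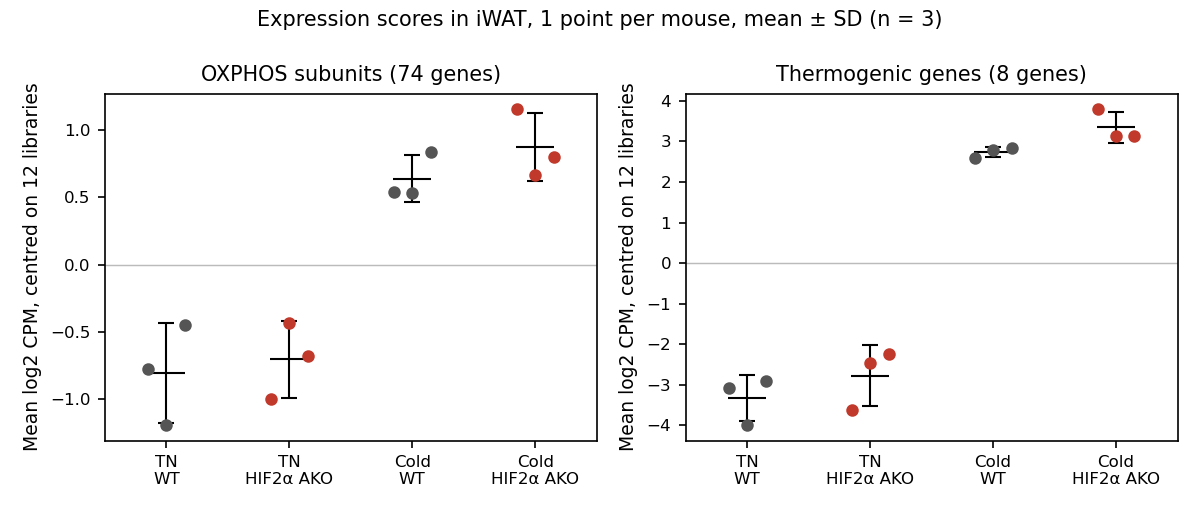
OXPHOS score (74 genes) and thermogenic score (8 genes) of each mouse in the 4 groups, as mean centred log2 CPM. Points are mice and bars show mean ± SD (n = 3). Cold HIF2α AKO replicate 1 has the highest value of both scores, and the other cold OXPHOS scores of the labelled genotypes overlap.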

To investigate the key mediator(s) influencing DEGs in thermogenesis and related pathways, in silico analyses were conducted. Network propagation (NP) scores of genes were calculated to measure their relevance to HIF2α (Supplementary Fig. 6b and Supplementary Data 1) and the centrality of genes was calculated to measure their importance in the network (Supplementary Fig. 6c). 

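Supplementary Data 1 lists 230 genes with the paper's log2 fold changes in cold HIF2α AKO against cold WT, of which 193 are positive and 37 negative. Because those values came from the same libraries, a comparison with them checks the processing and is not independent evidence. Of the listed genes, 227 passed the filter on low counts, and 100% of these had the paper's sign in libraries labelled HIF2α AKO. The fitted log2 fold changes differed from the paper's by a median of 0.009 and by 0.08 at most, with a Pearson r of 0.9999 across genes, which are not independent replicates. At an unadjusted p under 0.15 and an absolute log2 fold change above 0.2, 151 of the listed genes were called. None had an adjusted p under 0.05 over all genes, and 0 had one adjusted over the list alone, while 51 had an unadjusted p under 0.05. DESeq2 fitted to the cold libraries alone gave log2 fold changes within 9.09e-05 of the paper's and called 229 of the listed genes at the same thresholds. With that fit, 4 genes had a p under 0.05 adjusted over the list alone.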

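Prkaca lies on chromosome 8 from 83972978 to 83996444. Its CPM was 332 ± 41.2 (SD, n = 3) in cold iWAT libraries labelled HIF2α AKO and 270 ± 62.8 (SD, n = 3) in cold WT, a log2 fold change of 0.30 (standard error 0.25). The difference lay within the spread between mice (two-sided exact permutation test, p = 0.3), and 1 of the 3 libraries labelled HIF2α AKO was above all cold WT libraries. Over all tested genes, its rank by p was 3433, with an adjusted p of 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Prkaca is therefore not called at the paper's thresholds in the model of all groups. With DESeq2 on the 6 cold libraries, its log2 fold change was 0.31 and it passed these thresholds. Leaving out single cold libraries moved the log2 fold change between 0.17, without cold WT replicate 1, and 0.50, without cold WT replicate 3. At TN, Prkaca was at 130 ± 35.7 (SD, n = 3) CPM in libraries labelled HIF2α AKO and 117 ± 34.6 (SD, n = 3) in WT. Cold exposure raised it in WT, with a log2 fold change of 1.20 (standard error 0.26, adjusted p = 0.00932 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The genes of all 6 PKA subunits had a median log2 fold change of 0.11 upon cold in libraries labelled HIF2α AKO, with 4 higher and 2 lower (camera, adjusted p = 0.338), and of 0.02 without cold HIF2α AKO replicate 1. Ucp1, on chromosome 8 from 83290348 to 83298456, had 4696 ± 1041 (SD, n = 3) CPM in cold libraries labelled HIF2α AKO and 2638 ± 752 (SD, n = 3) in cold WT. Its log2 fold change was 0.83 (standard error 0.49), and all 3 libraries labelled HIF2α AKO were above all WT libraries. Epas1 itself was not lower in these cold libraries.

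**Figure D2:**
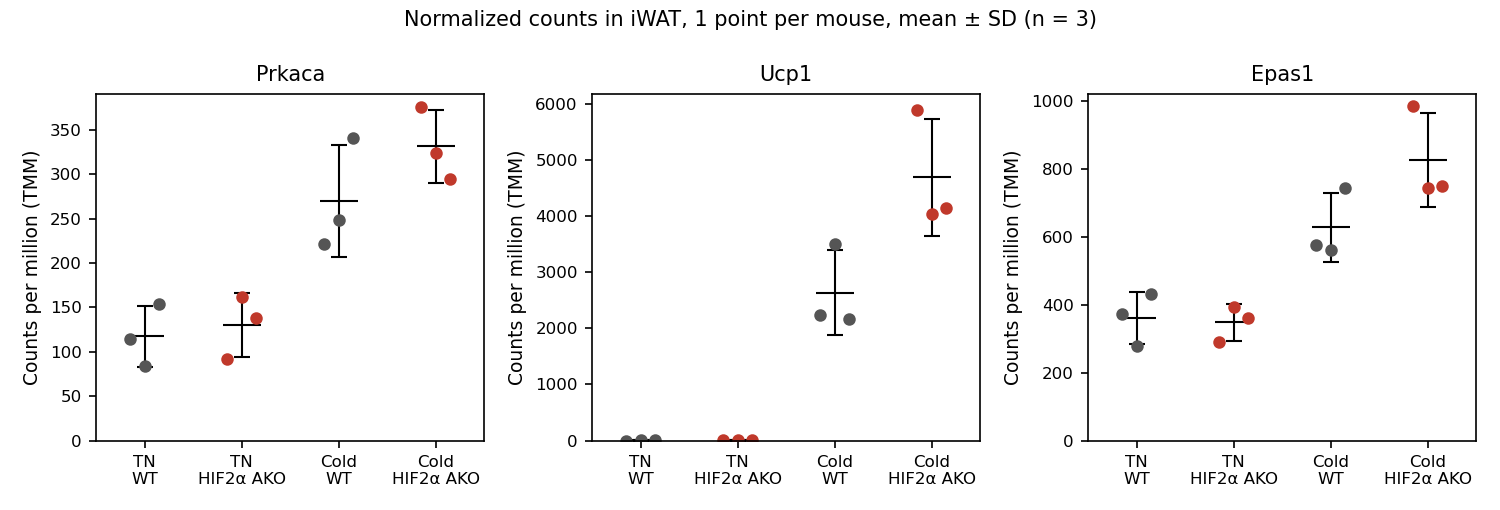
CPM of Prkaca, Ucp1 and Epas1 for each mouse in the 4 groups. Points are mice and bars show mean ± SD (n = 3). The cold Prkaca values of the labelled genotypes overlap, and Epas1 is not lower in cold libraries labelled HIF2α AKO.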

Among several candidates, it was of interest to note that *Prkaca*, which encodes PKA catalytic subunit α (PKA Cα), was one of the highly ranked genes which could influence numerous catabolic pathways including PKA-related, TCA cycle, fatty acid β-oxidation, OXPHOS, and thermogenesis in iWAT of HIF2α AKO mice upon cold (Fig. 4c, d).

**Fig. 4:**
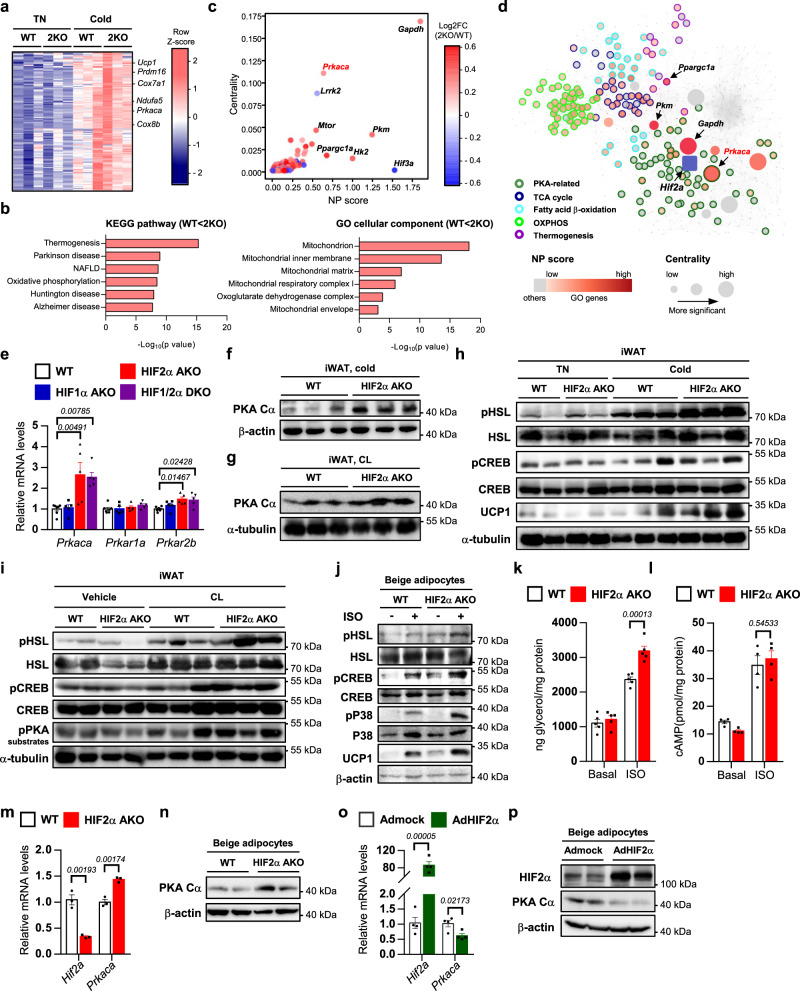
PKA signaling is activated by an increase in PKA Cα in HIF2α deficient adipocytes. **a** Heatmap of upregulated DEGs in iWAT of HIF2α AKO mice upon cold exposure (3 days). **b** KEGG pathway and GO cellular component enrichment analysis upon cold exposure (3 days). **c** Scatter plot of thermogenesis-related DEGs upon cold exposure (3 days). **d** DEGs interaction network in iWAT of HIF2α AKO mice upon cold exposure (3 days). **e** mRNA levels in iWAT from WT (*n* = 7), HIF1α AKO (*n* = 6), HIF2α AKO (*n* = 6), and HIF1/2α DKO (*n* = 6) mice upon cold exposure (3 days). **f**, **g** Western blot analysis of PKA Cα in iWAT from WT and HIF2α AKO mice upon **f** cold exposure (3 days) or **g** daily CL administration (0.5 mg/kg, 4 days). **h** Western blot analysis of PKA signaling and UCP1 in iWAT from WT and HIF2α AKO mice upon TN or cold exposure (6 h). **i** Western blot analysis of PKA signaling in iWAT from WT and HIF2α AKO mice upon CL administration (0.5 mg/kg, 4 h). **j** Western blot analysis of PKA signaling and UCP1 in beige adipocytes from WT and HIF2α AKO mice without or with ISO (5 μM, 1 h). **k** Glycerol concentration in culture media of beige adipocytes from WT (*n* = 5) and HIF2α AKO (*n* = 5) mice without or with ISO (5 μM, 3 h). **l** Intracellular cAMP levels of beige adipocytes from WT (*n* = 4) and HIF2α AKO (*n* = 4) mice without or with ISO (1 μM, 15 min). **m** mRNA levels in beige adipocytes from WT (*n* = 3) and HIF2α AKO (*n* = 3) mice. **n** Western blot analysis of PKA Cα in beige adipocytes from WT and HIF2α AKO mice. **o** mRNA levels in beige adipocytes infected with Admock (*n* = 4) or AdHIF2α (*n* = 4). **p** Western blot analysis of PKA Cα beige adipocytes infected with Admock or AdHIF2α. Data were expressed as the mean ± SEM by either two-tailed unpaired Student *t*-tests in (**m**, **o**), one-way ANOVA in (**e**), or two-way ANOVA in (**k**, **l**) followed by Holm–Sidak’s multiple comparisons test. ISO isoproterenol.

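The paper names or follows 25 genes in connection with its RNA-seq data. In cold iWAT, 23 of them were higher in libraries labelled HIF2α AKO than in WT, and Lrrk2 and Hif3a were lower. Of the 25 genes, 14 passed the paper's thresholds and 3 (Mtor, Nos2 and Hif3a) had an unadjusted p under 0.05. None was significant over all genes, and 0 passed at a p under 0.05 adjusted over the list alone, where the smallest value was 0.0999. The study chose most of these genes on these libraries, so the second count is not independent evidence. The log2 fold change was 0.43 (standard error 0.15) for Mtor, 0.68 (standard error 0.19) for Nos2 and -1.0 (standard error 0.38) for Hif3a, which became -0.33 without cold WT replicate 1. Cox7a1 had 0.88 (standard error 0.44), Ppargc1a 0.64 (standard error 0.31) and Prdm16 0.46 (standard error 0.26), and the annotated span of Prdm16 overlaps that of 5930403L14Rik, as that of Mtor overlaps Angptl7. Without cold HIF2α AKO replicate 1, the value was 0.23 for Mtor, 0.42 for Cox7a1 and 0.32 for Ppargc1a. Without that library, or without cold WT replicate 1, 3 of the genes passed the thresholds. With DESeq2 on the cold libraries alone, 21 passed.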

Next, we examined whether PKA Cα expression and PKA signaling might be indeed altered by HIF2α. As shown in Fig. 4e–g, PKA Cα was elevated in iWAT of HIF2α AKO mice upon cold or CL treatment. Also, the levels of phosphorylated PKA target proteins were further augmented in iWAT and beige adipocytes of HIF2α AKO mice than those of WT mice upon cold or β-adrenergic activation (Fig. 4h–j). Additionally, the levels of serum glycerol and glycerol released from beige adipocytes were enhanced in HIF2α deficient adipocytes upon cold or ISO treatment (Supplementary Fig. 6d and Fig. 4k). Nevertheless, there was no significant difference in the cAMP level between WT and HIF2α deficient beige adipocytes (Fig. 4l), implying that HIF2α could regulate PKA activity independent of cAMP. To ascertain whether PKA Cα would be regulated by HIF2α in beige adipocytes, the levels of PKA Cα expression were examined with HIF2α modulation. PKA Cα protein was upregulated in HIF2α deficient beige adipocytes (Fig. 4m, n), whereas overexpression of HIF2α attenuated PKA Cα expression (Fig. 4o, p). Similar to HIF2α AKO iWAT, HIF1α AKO and HIF1/2α DKO iWAT also exhibited enhanced PKA signaling and PKA-induced lipolysis (Supplementary Fig. 6e–g). However, *Prkaca* expression was not altered by HIF1α modulation (Fig. 4e and Supplementary Fig. 6h–k). Together, these results suggest that HIFα suppresses PKA signaling in beige adipocytes, and PKA Cα expression is selectively regulated by HIF2α.

### In beige adipocytes, HIF2α ablation stimulates mitochondrial activity

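Further lists of mitochondrial genes were compared between cold iWAT libraries labelled HIF2α AKO and cold WT. Of 75 genes of the mitochondrial ribosome, 71 were higher in libraries labelled HIF2α AKO, with a median log2 fold change of 0.15. All 17 genes of the TCA cycle were higher, with a median of 0.31, and 20 of 21 genes of fatty acid oxidation were higher, with a median of 0.26. Among upregulated DEGs were 9 genes of the mitochondrial ribosome, 4 of the TCA cycle and 7 of fatty acid oxidation (Fisher's exact tests, two-sided, adjusted p = 0.0102, 0.0101 and 1.18e-04). These tests called none of the 3 lists without cold WT replicate 1, with 2, 1 and 2 genes among the DEGs, without cold WT replicate 2, with 5, 3 and 4, or without cold HIF2α AKO replicate 1, with 0, 0 and 1. There were 40, 9 and 13 without cold WT replicate 3, 23, 10 and 7 without cold HIF2α AKO replicate 2, and 15, 5 and 7 without cold HIF2α AKO replicate 3. The study listed 13, 9 and 8 genes of the respective lists in Supplementary Data 1. Without cold HIF2α AKO replicate 1, the medians were 0.05, 0.12 and 0.08, and without cold WT replicate 3 they were 0.25, 0.51 and 0.48. Without cold WT replicate 1, the medians of the mitochondrial ribosome and of fatty acid oxidation were 0.10 and 0.16. For the 13 proteins encoded by mitochondrial DNA, 0 genes were in the count table, so that their transcripts were not analysed here. The OXPHOS subunits were also higher at TN, in 67 of 74 cases, with a median log2 fold change of 0.09 (camera, adjusted p = 0.0106), which was not called with an estimated correlation (adjusted p = 0.813) or under fry (adjusted p = 0.801). The OXPHOS scores of the TN groups differed by less than the spread between mice (two-sided exact permutation test, p = 0.7). The cold and TN medians differed by camera on the interaction (median 0.16, adjusted p = 2.62e-04) but not under fry (adjusted p = 0.946). The genotypes are those on the labels, since Epas1 counts were not lower in cold libraries labelled HIF2α AKO.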

The finding that “mitochondrion” was top-ranked in iWAT of HIF2α AKO mice upon cold (Fig. 4b) led us to test whether mitochondrial activity might be influenced by HIF2α. As shown in Fig. 5a–c, mtDNA and OXPHOS complexes were increased in HIF2α AKO iWAT upon cold. Similarly, chronic CL administration augmented mitochondrial quantity in HIF2α AKO iWAT (Fig. 5d–f). In contrast, in beige adipocytes, HIF2α overexpression attenuated mtDNA content, whereas HIF2α deficiency increased mtDNA content (Supplementary Fig. 7a, b). Similar to iWAT in HIF2α AKO, mitochondrial OXPHOS complexes were also upregulated in HIF1α AKO iWAT upon cold (Supplementary Fig. 7c, d). Next, to study whether the altered mitochondrial content in HIF2α AKO iWAT might affect mitochondrial activity, mitochondrial oxygen consumption rates (OCRs) were determined. OCRs in basal, UCP1-dependent, and maximal states were repressed by overexpression of HIF2α (Fig. 5g). In contrast, HIF2α deficient beige adipocytes exhibited increased basal, UCP1-dependent, and maximal respiration (Fig. 5h), with an increase in mitochondrial membrane potential (Supplementary Fig. 7e). Further, we found that enhanced mitochondrial respiration, as well as upregulated thermogenic gene expression in HIF2α deficient beige adipocytes, was impaired by PKA inhibitor H89 treatment or knockdown of *Prkaca* (Fig. 5i and Supplementary Fig. 7f–h). To further elucidate in vivo roles of PKA Cα in iWAT of HIF2α AKO mice, si*Prkaca* was delivered to iWAT (Fig. 5j). Suppression of PKA Cα via siRNA downregulated UCP1 expression, mitochondrial OXPHOS complexes, accompanied with attenuated beige adipocytes formation in iWAT of HIF2α AKO mice upon cold (Fig. 5k, l). These data propose that HIF2α deficiency could result in elevated mitochondrial content and mitochondrial activity in beige adipocytes.

**Fig. 5:**
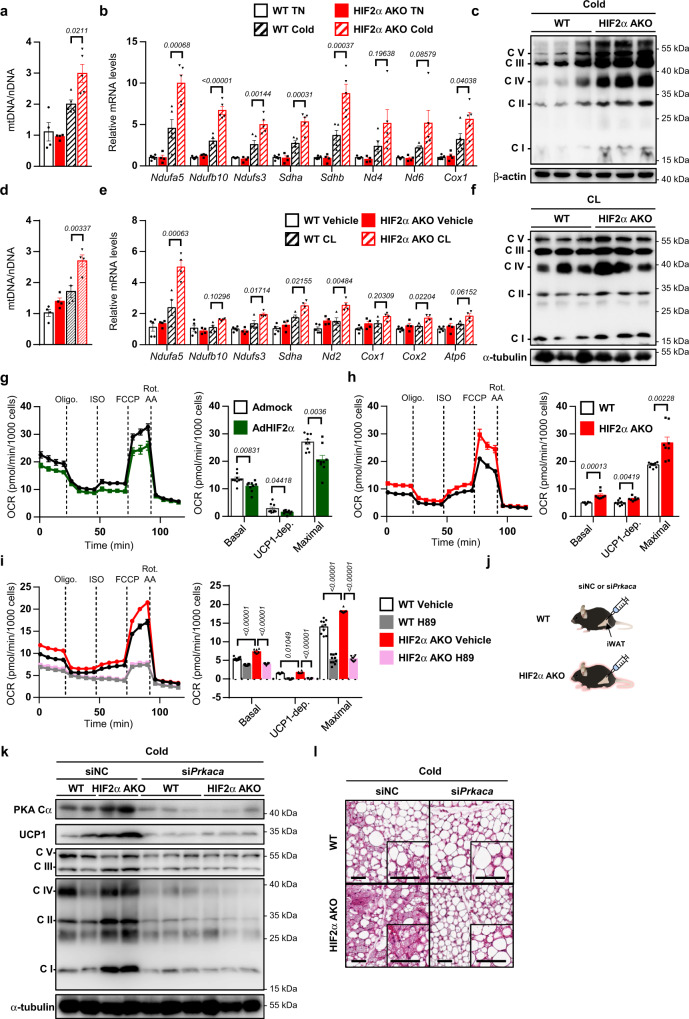
HIF2α deficiency upregulates mitochondrial OXPHOS in beige adipocytes. **a** Relative mtDNA in iWAT from WT (TN; *n* = 4, Cold; *n* = 5) and HIF2α AKO (TN; *n* = 4, Cold; *n* = 5) mice upon TN or cold exposure (3 days). **b** mRNA levels in iWAT from WT (*n* = 5) and HIF2α AKO (TN; *n* = 4, Cold; *n* = 5) mice upon TN or cold exposure (3 days). **c** Western blot analysis of OXPHOS complexes in iWAT from WT and HIF2α AKO mice upon cold exposure (3 days). **d** Relative mtDNA in iWAT from WT (*n* = 4) and HIF2α AKO (*n* = 4) mice upon daily CL administration (0.5 mg/kg, 4 days). **e** mRNA levels in iWAT from WT (Vehicle; *n* = 5, CL; *n* = 4) and HIF2α AKO (*n* = 4) mice upon daily CL administration (0.5 mg/kg, 4 days). **f** Western blot analysis of OXPHOS complexes in iWAT from WT and HIF2α AKO mice upon daily CL administration (0.5 mg/kg, 4 days). **g** OCRs and quantification in beige adipocytes infected with Admock (*n* = 9) or AdHIF2α (*n* = 9). **h** OCRs and quantification in beige adipocytes from WT (*n* = 8) and HIF2α AKO (*n* = 8) mice. **i** OCRs and quantification in beige adipocytes from WT (*n* = 10) and HIF2α AKO (*n* = 10) mice without or with 1 h preincubation of H89 (50 μM). **j** Experimental scheme of si*Prkaca* injection. **k** Western blot analysis of PKA Cα, UCP1, and OXPHOS complexes in iWAT from WT and HIF2α AKO mice with siNC or si*Prkaca* injection upon cold exposure (3 days). **l** Representative images of H&E staining of iWAT from WT and HIF2α AKO mice with siNC or si*Prkaca* injection upon cold exposure (3 days). Scale bars, 50 μm. Data were expressed as the mean ± SEM by two-tailed unpaired Student *t*-tests in (**g**, **h**) or two-way ANOVA in (**a**, **b**, **d**, **e**, **i**) followed by Holm–Sidak’s multiple comparisons test. Oligo. oligomycin, ISO isoproterenol, Rot. rotenone, AA antimycin A.

### Adipocyte HIF2α suppresses thermogenesis via miR-3085-3p-dependent PKA Cα repression

To delineate how HIF2α modulates *Prkaca*, we assessed DEGs between WT and HIF2α AKO mice. 

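Supplementary Data 2 lists 592 genes that the paper found lower in cold HIF2α AKO iWAT. Of these, 543 passed the filter on low counts, and all 543 had a lower fitted level in cold libraries labelled HIF2α AKO. At the paper's thresholds, 418 were called, which is 70.6% of those listed, and 231 further genes were called lower that the list does not hold. None had an adjusted p under 0.05 over all genes, and 0 did when adjusted over the list alone, while 167 had an unadjusted p under 0.05. The list came from the same libraries, so neither count is independent evidence. DESeq2 on the 6 cold libraries called 592 genes lower, and 100% of the listed genes were among them. With that fit, 2 of the listed genes had an adjusted p under 0.05 over all genes, and 2 when adjusted over the list alone. In the model of all groups with p under 0.05 instead of 0.15, 28.2% of the listed genes were recovered. The listed genes include 10 of 12 cell cycle markers and 7 of 13 macrophage markers. Both marker lists were written after Supplementary Data 2 had been read, so the direction of these markers is not independent of it. All cell cycle markers were lower in cold libraries labelled HIF2α AKO, with a median log2 fold change of -0.48, and so were all macrophage markers, with a median of -0.38. Across single mice, the macrophage score was -0.33 ± 0.09 (SD, n = 3) in cold libraries labelled HIF2α AKO and 0.0007 ± 0.49 (SD, n = 3) in cold WT (two-sided exact permutation test, p = 0.4). Cold WT replicates 1 and 2 were at 0.40 and 0.14, and replicate 3, at -0.55, lay below all libraries labelled HIF2α AKO. The cell cycle score was -0.59 ± 0.21 (SD, n = 3) against -0.16 ± 0.31 (SD, n = 3) in cold WT (two-sided exact permutation test, p = 0.2). Cold WT replicate 2 was at 0.20, and replicates 1 and 3 were at -0.29 and -0.39.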

Although several DEGs in HIF2α AKO iWAT were identified, it appeared that there were no candidate genes which could directly repress transcription of *Prkaca* (Supplementary Data 2). Since HIFα could suppress expression of certain genes via induction of miRNA^34^, we hypothesized that HIF2α-dependent miRNA expression might mediate the downregulation of *Prkaca*. Using in silico analysis, we identified miR-3085-3p as one of the highest-scoring miRNAs targeting the evolutionarily conserved region of 3′UTR of *Prkaca*. In a reporter assay, miR-3085-3p attenuated luciferase activity of WT *Prkaca* 3′UTR, but not that of the miR-3085-3p binding defective mutant of *Prkaca* 3′UTR (Fig. 6a, b). To evaluate whether HIF2α would be recruited to stimulate miR-3085-3p expression, ChIP-qPCR analysis was performed. As shown in Fig. 6c, d and Supplementary Fig. 8a, overexpressed HIF2α interacted with several hypoxia-response elements in the upstream region of miR-3085. Moreover, the level of miR-3085-3p was regulated in a HIF2α-dependent manner in iWAT, BAT, and thermogenic adipocytes (Fig. 6e, f and Supplementary Fig. 8b–i). Consistent with these, HIF2α-specific inhibitor PT2385 decreased miR-3085-3p expression, accompanied by increased *Prkaca* expression in iWAT upon cold exposure (Fig. 6g, h). These data indicate that HIF2α could selectively activate miR-3085-3p expression in thermogenic adipocytes.

**Fig. 6:**
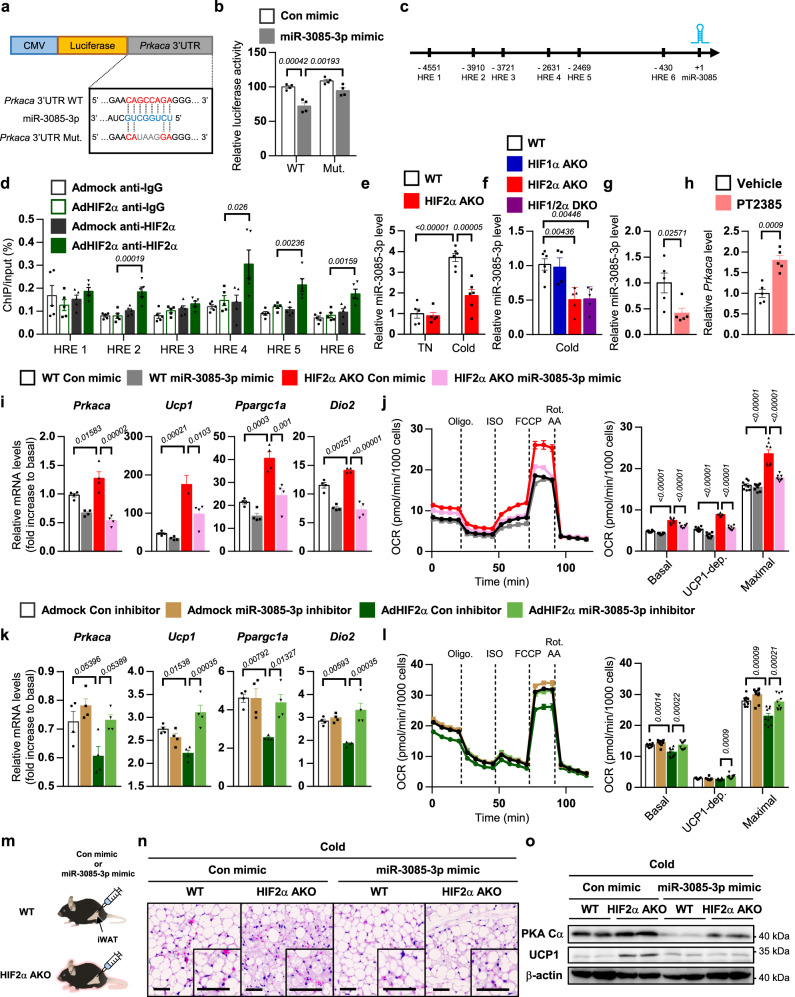
miR-3085-3p mediates HIF2α-dependent PKA Cα regulation in beige adipocytes. **a** *Prkaca* 3′UTR sequence and predicted miR-3085-3p binding site. **b** Luciferase reporter activities of WT (*n* = 4) and mutant (*n* = 4) *Prkaca* 3′UTR upon con or miR-3085-3p transfection. **c** Upstream region of miR-3085-3p and hypoxia-response element (HRE) sites. **d** ChIP-qPCR analysis of BAC cells upon Admock (*n* = 5) or AdHIF2α (*n* = 5) infection. **e** miR-3085-3p level in iWAT from WT (TN; *n* = 5, Cold; *n* = 6) and HIF2α AKO (TN; *n* = 5, Cold; *n* = 6) mice upon TN or cold exposure (3 days). **f** miR-3085-3p level of iWAT from WT (*n* = 6), HIF1α AKO (*n* = 4), HIF2α AKO (*n* = 5), and HIF1/2α DKO (*n* = 5) mice upon cold exposure (3 days). **g** miR-3085-3p and **h** *Prkaca* levels in iWAT from vehicle- (*n* = 5) and PT2385- (*n* = 5) administered mice upon cold exposure (3 days). **i** mRNA levels in beige adipocytes from WT (*n* = 4) and HIF2α AKO (*n* = 4) mice upon con or miR-3085-3p mimic transfection with ISO (5 μM, 4 h). **j** OCRs and quantification in beige adipocytes from WT (*n* = 8) and HIF2α AKO (*n* = 8) mice upon con or miR-3085-3p mimic transfection. **k** mRNA levels in beige adipocytes infected with Admock (*n* = 4) or AdHIF2α (*n* = 4) upon con or miR-3085-3p inhibitor transfection with ISO (5 μM, 4 h). **l** OCRs and quantification in beige adipocytes infected with Admock (*n* = 10) or AdHIF2α (*n* = 10) upon con or miR-3085-3p inhibitor transfection. **m** Experimental scheme of miRNA mimic injection. **n** Representative images of H&E staining of iWAT from WT and HIF2α AKO mice with con or miR-3085-3p mimic injection upon cold exposure (3 days). Scale bars, 50 μm. **o** Western blot analysis of PKA Cα and UCP1 in iWAT from WT and HIF2α AKO mice with con or miR-3085-3p mimic injection upon cold exposure (3 days). Data were expressed as the mean ± SEM by two-tailed unpaired Student *t*-tests in (**g**, **h**), one-way ANOVA in (**f**), or two-way ANOVA in (**b**, **d**, **e**, **i**–**l**) followed by Holm–Sidak’s multiple comparisons test. Oligo. oligomycin, ISO isoproterenol, Rot. rotenone, AA antimycin A.

Next, we investigated whether miR-3085-3p might function as a downstream mediator of HIF2α in the regulation of PKA Cα and thermogenesis. Increased PKA Cα expression in HIF2α deficient beige adipocytes was potently attenuated by miR-3085-3p mimic, leading to repression of PKA signaling and thermogenic gene expression (Fig. 6i and Supplementary Fig. 8j). Further, miR-3085-3p mimic suppressed the effect of HIF2α deletion on elevated mitochondrial respiration (Fig. 6j). Conversely, miR-3085-3p inhibitor restored decreased PKA Cα expression, PKA signaling, thermogenic gene expression, and OCRs in HIF2α overexpressing beige adipocytes (Fig. 6k, l and Supplementary Fig. 8k), indicating that miR-3085-3p would be a key mediator of HIF2α-dependent thermogenic regulation. To further examine the in vivo effects of miR-3085-3p in iWAT of HIF2α AKO mice, miR-3085-3p mimic was administered into iWAT (Fig. 6m). As shown in Fig. 6n, o, miR-3085-3p mimic downregulated beige adipocyte generation and UCP1 expression in cold exposed HIF2α AKO iWAT. Similar to beige adipocytes, miR-3085-3p mimic attenuated PKA signaling and thermogenic gene in brown adipocytes (Supplementary Fig. 8l, m). Moreover, administration of miR-3085-3p mimic in BAT suppressed PKA Cα, UCP1, and thermogenic genes (Supplementary Fig. 8n–p) Together, these data suggest that adipocyte HIF2α could promote miR-3085-3p expression, eventually leading to suppression of PKA Cα-mediated thermogenic properties.

### HIF2α confers whitening of beige adipocytes upon re-warming stimuli

It has been reported that beige adipocytes could regain key features of white adipocytes upon re-warming or removal of β-adrenergic activation^4,7^. During re-warming, mitochondria in beige adipocytes undergo dynamic remodeling, including downregulation of mitochondrial function-related gene expression and upregulation of mitochondrial clearance^5,35^. The findings that HIF2α could act as a negative regulator of thermogenesis prompted us to evaluate that HIF2α might be involved in the whitening process of beige adipocytes. As shown in Fig. 7a, HIF2α was sustainably expressed in iWAT upon re-warming. To determine the roles of HIF2α during re-warming, WT and HIF2α AKO mice were placed in a cold environment for 2 weeks, at which time the number of beige adipocytes appeared to reach a maximum level and to be comparable between the genotypes (Fig. 7b, c), and were then exposed to TN for 1 week. Intriguingly, beige-to-white transition upon re-warming was delayed in iWAT of HIF2α AKO mice (Fig. 7c). As miR-3085-3p could mediate the thermoregulatory function of HIF2α, the level of miR-3085-3p was examined. As shown in Fig. 7d, e, miR-3085-3p was downregulated, concurrently with an increase of *Prkaca* upon re-warming. Although the expression of thermogenic genes in iWAT was attenuated upon re-warming (Fig. 7e), the levels of OXPHOS complexes, PKA Cα, and UCP1 in iWAT of HIF2α AKO mice were higher than those in WT mice (Fig. 7f, g), implying that increased PKA Cα in adipocyte HIF2α deletion might maintain mitochondrial abundance during re-warming.

**Fig. 7:**
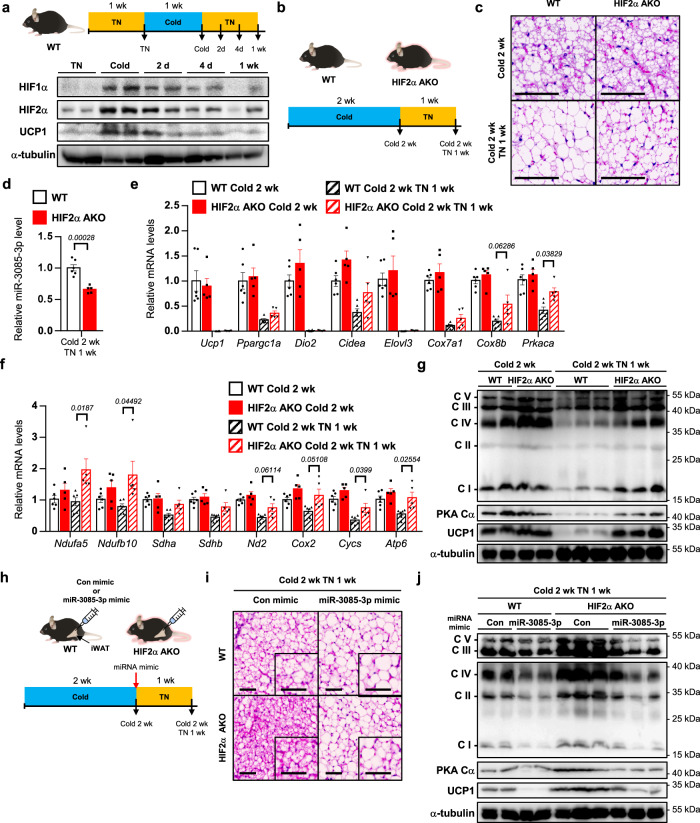
During the re-warming process, adipocyte HIF2α deficiency fails to mitigate the mitochondrial activity. **a** Experimental scheme (top) and western blot analysis of HIFα and UCP1 in iWAT of upon cold exposure or re-warming (bottom). **b** Experimental scheme of re-warming. **c** Representative images of H&E staining of iWAT from WT and HIF2α AKO mice upon cold exposure or re-warming (cold 2 weeks + TN 1 week). Scale bars, 100 μm. **d** miR-3085-3p level of iWAT from WT (*n* = 6) and HIF2α AKO (*n* = 5) mice upon cold and re-warming (cold 2 week + TN 1 week). **e**, **f** mRNA levels in iWAT from WT (*n* = 6) and HIF2α AKO (*n* = 5) mice upon cold exposure and re-warming (cold 2 weeks + TN 1 week). **g** Western blot analysis of OXPHOS complexes, PKA Cα, and UCP1 in iWAT from WT and HIF2α AKO mice upon cold exposure and re-warming (cold 2 weeks + TN 1 week). **h** Experimental scheme of re-warming with con or miR-3085-3p mimic injection. **i** Representative images of H&E staining of iWAT from WT and HIF2α AKO mice upon re-warming (cold 2 weeks + TN 1 week) with con or miR-3085-3p mimic injection. Scale bars, 50 μm. **j** Western blot analysis of OXPHOS complexes, PKA Cα, and UCP1 in iWAT from WT and HIF2α AKO mice upon re-warming (cold 2 weeks + TN 1 week) with con or miR-3085-3p mimic injection. Data were expressed as the mean ± SEM by two-tailed unpaired Student *t*-tests in (**d**) or two-way ANOVA in (**e**, **f**) followed by Holm–Sidak’s multiple comparisons test.

Given that HIF2α-dependent mitochondrial regulation was mediated by miR-3085-3p in beige adipocytes (Fig. 6), mRNA levels of OXPHOS genes were examined. MiR-3085-3p mimic attenuated OXPHOS gene expression in HIF2α deficient beige adipocytes (Supplementary Fig. 9a), while miR-3085-3p inhibitor slightly but substantially rescued the expression of OXPHOS genes under HIF2α overexpression (Supplementary Fig. 9b). To assess the in vivo roles of miR-3085-3p in mitochondrial regulation, cold exposed mice were administered miR-3085-3p mimic at iWAT and subjected to re-warming (Fig. 7h). As indicated in Fig. 7i, the number of unilocular adipocytes in iWAT was increased by miR-3085-3p mimic. Further, the increase in OXPHOS complexes in iWAT of HIF2α AKO mice was suppressed by miR-3085-3p mimic, accompanied by downregulation of PKA Cα and UCP1 (Fig. 7j). Meanwhile, overall autophagy-related genes and proteins were comparable between the genotypes (Supplementary Fig. 9c, d), implying that general autophagy might not be involved in the HIF2α-dependent whitening of beige adipocytes. Therefore, these data suggest that adipocyte HIF2α could induce beige-to-white transition via miR-3085-3p-dependent mitochondrial regulation during re-warming.

## Discussion

Thermogenesis has to be tightly fine-tuned to avoid the exhaustion of stored energy sources and cytotoxicity. Here, we demonstrate that cold-induced HIFα functions as a molecular brake on hyperactive thermogenesis in adipocytes. Mechanistically, HIF2α suppresses PKA Cα through miR-3085-3p expression, thereby mitigating thermogenic execution in beige adipocytes. These findings suggest that HIF2α would play a key regulatory role in the thermogenic programming of adipocytes via HIF2α-miR-3085-3p-PKA Cα axis (Fig. 8).

**Fig. 8:**
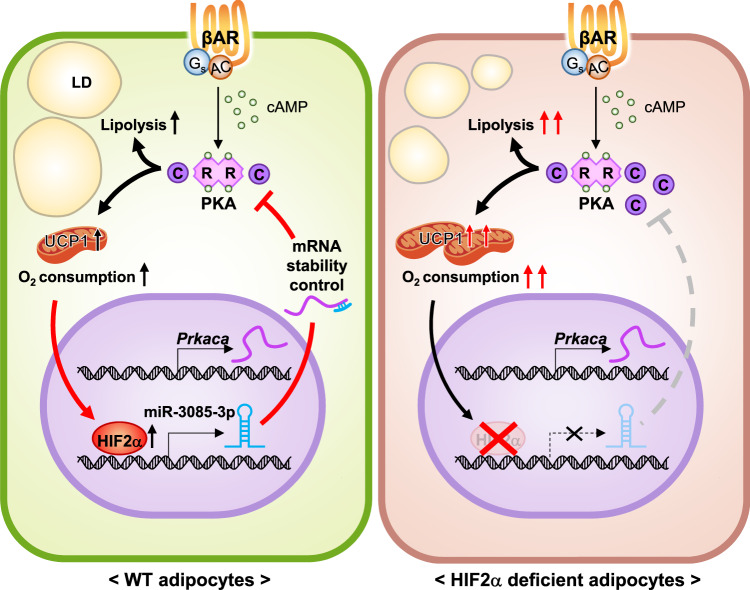
Proposed model. Upon cold exposure, an activated thermogenic program in beige adipocytes stimulates oxygen consumption, thereby resulting in the stabilization of HIFα. Among the HIFα isoforms, upregulated HIF2α fine-tunes thermogenic execution via miR-3085-3p-dependent *Prkaca* regulation. However, adipocyte HIF2α deficiency augments PKA signaling and potentiates thermogenic functions, leading to the retention of beige adipocytes. Our findings suggest that the HIF2α-miR-3085-3p-PKA Cα axis forms negative feedback for appropriate regulation of thermogenesis.

To maintain whole-body energy homeostasis, it is important to sense environmental alterations. Consistent with a previous report^19^, we found a cold-induced hypoxic environment in BAT and iWAT. HIFα protein expression was increased in the thermogenic adipose tissue upon cold or chronic CL treatment, probably, due to elevated UCP1-dependent oxygen consumption. In addition, recent studies have provided clues that HIFα could be induced in thermogenic adipose tissues independent of oxygen deprivation^19,36^. For example, increased mitochondrial ROS generation during OXPHOS could prevent PHD-dependent hydroxylation, leading to stabilization of HIFα in thermogenic adipocytes^37^. Also, accumulation of succinate in thermogenic adipose tissues might limit PHD activity upon cold^38^. Under various physiological and pathological conditions, including certain types of tumors, HIFα is activated by metabolic or micro-environmental alterations and relieves metabolic stress through modulating cellular pathways^39–41^. Thus, it is plausible to speculate that HIFα is a key sensor and responder for adaptation to the cellular metabolic status in thermogenic adipocytes.

While many studies have revealed various pro- and anti-thermogenic factors, their fine-tuning roles and underlying mechanisms are rather unclear. To prevent overheating which could be potentially triggered by hyperactive thermogenesis, the homeothermic function should be properly accomplished by sensing tissue-specific microenvironments and regulating cellular metabolic pathways to coordinate systemic homeostasis. In this study, we propose the roles of cold-induced HIF2α as a thermostat in adaptive thermogenesis. Several lines of evidence suggest that HIF2α would control thermogenic execution in beige adipocytes. First, HIF2α AKO mice exhibited cold-tolerant phenotypes with increased beige adipocytes upon cold exposure. Moreover, pharmacological modulation of HIFα and several adipocyte HIFα deficient mouse models including HIF1α AKO, HIF1/2α DKO, HIF1α BKO, and HIF2α BKO mice clearly showed that HIFα could suppress thermogenic function upon cold. Second, HIF2α attenuated PKA activity in beige adipocytes. Mechanistically, we elucidated that HIF2α suppressed PKA Cα expression via miR-3085-3p, resulting in downregulation of the PKA signaling cascade and thermogenic gene expression. Third, mitochondrial contents and activities were augmented in HIF2α deficient adipocytes, thereby increasing energy expenditure upon CL treatment. Conversely, HIF2α overexpression suppressed mitochondrial functions in beige adipocytes. Lastly, the retention of beige adipocytes was extended in HIF2α AKO iWAT during re-warming. In contrast, administration of miR-3085-3p promoted beige-to-white transition via PKA Cα suppression in iWAT of HIF2α AKO mice. Together, the present study proposes that HIF2α acts as a key safeguard to maintain physiologically appropriate thermogenesis.

Homeothermic animals control thermogenic activity during seasonal changes. In rodents and humans, the expression of thermogenic genes and beige marker genes is activated in adipose tissue during winter as compared to summer^42–44^. Including *Prkaca*, the expression levels of PKA-related genes are also elevated during hibernation in ground squirrels^45^. These findings raise the possibility that PKA subunit regulation might affect functional plasticity in beige adipocytes for adaptation to seasonal temperature changes. Here, we showed that PKA Cα would be a critical node for the maintenance of beige characteristics as well as the generation of beige adipocytes. In particular, increased PKA Cα in HIF2α deficient beige adipocytes promoted PKA activity and thermogenic function. In contrast, PKA Cα suppression via miR-3085-3p boosted the whitening of beige adipocytes. As cAMP is a factor to mediate immediate feedback loops, it appears that quantitative regulation of PKA subunits might be another effective way to sustain long-term thermogenic properties during chronic cold exposure. In this regard, it has been reported that chronic PKA activation via overexpression of *Prkaca* or deletion of *Prkar2b* increases UCP1 and contributes to the induction of beige adipocytes in iWAT, independent of cAMP changes^16,18^. Thus, it is feasible to propose that PKA subunit regulation might be important for the modulation of thermogenic programming in adipocytes upon metabolic and environmental stimuli.

Enhanced mitochondrial function is one of the key features of beige adipocytes. PKA signaling not only induces mitochondrial biogenesis but also stimulates mitochondrial respiration via phosphorylation of mitochondrial proteins^14,46^. Given that increased OXPHOS complexes and mitochondrial respiration in HIF2α deficient beige adipocytes were inhibited by miR-3085-3p, HIF2α-dependent PKA Cα suppression would be critical for mitochondrial regulation in beige adipocytes. Along with mitochondrial activation and biogenesis, PKA has been proposed to attenuate autophagy and mitophagy in beige adipocytes, leading to the preservation of mitochondrial contents^35,47^. Further, it has been reported that HIF1α induces mitophagy via *Bnip3* and *Bnip3l* expression, and hypoxia activates *Fundc1*-mediated mitophagy^48,49^. However, the expression of general autophagy-related proteins and lysosomal genes did not differ between WT and HIF2α AKO iWAT upon re-warming. Although we cannot exclude the possibility that HIF2α might affect mitophagy and mitochondrial proteolytic pathways, our findings suggest that HIF2α would control the balance of mitochondrial functions, contributing to the regulation of beige adipocyte plasticity.

HIF1α and HIF2α share many target genes and participate in common cellular pathways. However, they also exert distinct roles and even opposing functions via their unique target gene expression. In this study, we found that HIF1α AKO and HIF2α AKO mice exhibited concordant phenotypes upon cold exposure. In accordance with our previous report^25^, both HIF1α and HIF2α suppressed PKA activity in beige adipocytes. In line with this, HIF1α overexpression in adipose tissue suppressed whole-body energy expenditure and oxygen consumption in BAT^50^. Furthermore, it has been reported that HIF1α inhibitor PX-478 and HIF2α inhibitors PT2385 and PT2399 prevent diet-induced obesity and liver steatosis, accompanied by an induction of thermogenic gene expression in adipose tissues^51–53^. Especially, intestinal HIF2α could provoke insulin resistance via induction of ceramide salvage pathway and regulate thermogenesis via lactate-dependent remodeling of gut microbiome^52,54^. Here, we found that HIF2α seemed to have more potent effects than HIF1α in the regulation of thermogenic gene expression and energy expenditure. Notably, inhibition of PKA Cα by miR-3085-3p was selective to HIF2α, as no such regulation was observed upon HIF1α modulation. Although further studies for the detailed roles of HIF1α and HIF2α remain to be elucidated, it is plausible to postulate that there may exist another HIF1α and/or HIF2α-dependent thermogenic regulation besides PKA Cα inhibition.

In conclusion, the present study proposes that HIF2α-dependent PKA regulation exerts a crucial role in the delicate control of thermogenesis in beige adipocytes. It is likely that HIF2α coordinates the plasticity of beige adipocytes in order to strengthen adaptation to a temperature shift as well as fine-tune thermogenesis, to eventually avoid futile energy wastage. Given that thermogenic adipocytes play pivotal roles in whole-body energy expenditure, it seems that these findings may provide clues for the development of promising interventions to counteract obesity and related complications by promoting energy consumption.

## Methods

### Animals

All experiments with mice were approved by the Seoul National University Institutional Animal Care and Use Committee. HIF1α AKO, HIF2α AKO, and HIF1/2α DKO mice were generated by crossing *Adiponectin-Cre* mice with *Hif1a*^*flox/flox*^, *Hif2a*^*flox/flox*^, and *Hif1a*^*flox/flox*^/*Hif2a*^*flox/flox*^ mice (C57BL/6-Hif1α^tm3Rsjo^/J and C57BL/6-Hif2α^tm1Mcs^/J). HIF1α BKO and HIF2α BKO mice were generated by crossing *Ucp1-Cre* mice with *Hif1a*^*flox/flox*^ and *Hif2a*^*flox/flox*^ mice. Mice were housed in groups of 3–5 mice per cage with 22 °C and 55% relative humidity conditions and maintained under 12-h/12-h light/dark cycles with free access to water and a normal chow diet (Ziegler Feed; DBL; 22.4% protein, 4.88% lipid of total calories). For TN and cold exposure experiments, 10–12-week-old male mice (1–2 mice per cage) were placed in an environmental cabinet (Environmental Cabinet, DBL Co.) at 30 °C or 4–6 °C, respectively. Rectal temperature was measured using a thermal probe (Testo925, Testo Inc.). Infrared thermography was conducted using an infrared camera (CX320, COX Co.). For in vivo HIFα modulation, male mice received daily intraperitoneal injections of YC-1 (30 mg/kg) or DMOG (40 mg/kg) from 1 day before cold exposure to 3 days after cold exposure. For pharmacological inhibition of HIF2α, male mice were given PT2385 (10 mg/kg) orally twice a day from 1 day before cold exposure to 3 days after cold exposure. PT2385 was dissolved in a mixture of 10% Ethanol, 40% PEG300, 5% Tween-80, and 45% saline. For beige adipocytes induction via β3-adrenergic signaling, CL-316,243 (0.5 mg/kg, C5976, Sigma) was intraperitoneally injected into male mice for 4 consecutive days. For siRNA or miRNA mimic delivery, 4 μg of si*Prkaca*, miR-3085-3p, or control mimic was directly injected into iWAT of male mice using in vivo-jetPEI^®^ (201-10 G, Polyplus) according to the manufacturer’s protocol.

### Cell culture and transfection

Stromal vascular fraction (SVF) was isolated from iWAT. For beige adipogenesis, SVF was grown to confluence in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% fetal bovine serum (FBS), 100 units/mL penicillin, and 100 μg/mL streptomycin. To induce beige adipocyte differentiation, cells were incubated with DMEM containing 10% FBS, 2 μg/ml dexamethasone (Dex), 0.5 mM 3-isobutyl-1-methylxanthine (IBMX), 2 μM rosiglitazone, 125 nM indomethacin, 1 nM 3,3,5-triiodo-l-thyronine (T3), and 167 nM insulin for 2 days. Then, the culture medium was replaced with DMEM containing 10% FBS, 2 μM rosiglitazone, 1 nM T3, and 167 nM insulin and the cells were cultured for additional 2 days. The culture medium was changed with DMEM containing 10% FBS every other day. For β-adrenergic activation, cells were treated with 5 μM ISO. Immortalized murine brown adipocytes (BACs) were grown to confluence in DMEM supplemented with 10% FBS, 100 units/mL penicillin, and 100 μg/mL streptomycin and incubated in induction medium consisting of DMEM, 10% FBS, 20 nM insulin, 1 nM T3, 125 nM indomethacin, 0.5 mM IBMX, and 2 μg/mL Dex for 2 days. The culture medium was then replaced with DMEM containing 10% FBS, 20 nM insulin, and 1 nM T3 for 2 additional days. The culture medium was changed every other day with DMEM containing 10% FBS. HEK293FT cells were grown in DMEM supplemented with 10% FBS, 100 units/mL penicillin, and 100 μg/mL streptomycin.

### RNA-sequencing analysis

Raw sequence reads were trimmed and quality-controlled using TrimGalore (version 0.4.4). The trimmed reads were mapped to the mouse genome GRCm38/mm10 using the STAR aligner (version 2.6.1d)^55^. Raw read counts per gene were computed using HTSeq-count (version 0.13.5)^56^. Significant DEGs were identified using DESeq2 (version 1.30.0)^57^. The significance thresholds were |log2FC | > 0.2 and *P* < 0.15 for cold HIF2α AKO samples versus cold WT samples. 

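At these limits, chance alone yields many calls, since an unadjusted p is under 0.15 for 2295.9 of the tested genes on average when no gene differs. In the cold comparison, 1671 genes had such a p in the model of all groups, and 1010 without cold HIF2α AKO replicate 1. More genes than chance yields had such a p without cold WT replicate 3 (3332), without cold HIF2α AKO replicate 3 (2534) and with voom (3598). At a p under 0.05, chance yields 765.3 genes. In the other divisions of the 6 cold libraries into groups of 3 that ignore genotype, between 806 and 5098 genes passed both limits, with a median of 1390, against 1374 in the division by label.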

Gene ontology enrichment analysis of the upregulated DEGs in cold HIF2α AKO samples was conducted using EnrichR^58^.

### Network analysis

Network analysis was performed to prioritize candidate genes at the network level that would mediate thermogenesis and mitochondrial biogenesis in HIF2α AKO iWAT. A *Mus musculus* protein-protein interaction (PPI) network from the STRING database (version 10.5) was used to construct a condition-specific DEG interaction network^59^. Network nodes consisted of *Hif2a* with DEGs between WT and HIF2α AKO iWAT upon cold exposure, and network edges consisted of high-confidence STRING PPI edges (confidence score >0.55). Network propagation was used to rank genes based on their relevance to *Hif2a* in the network by the Walker module using *Hif2a* as a seed gene^60^. For centrality analysis, betweenness centrality was used to rank genes based on centrality in the network topology using the NetworkX package (version 2.2). To analyze thermogenic genes, Wikipathway gene annotation was used^61^, and gene ontology annotation related to thermogenic genes was assessed using mouse genome informatics^62^. Network nodes were clustered using the Markov Cluster Algorithm in clusterMaker2 (version 1.3.1) in Cytoscape. The network was visualized using the Cytoscape software.

### Indirect calorimetry

Indirect calorimetry was performed using PhenoMaster (TSE Systems) according to the manufacturer’s protocol. Twelve-week-old male mice were placed in a calorimetric chamber for 48 h prior to measurements of VO_2_, VCO_2_, and energy expenditure. To activate β3-adrenergic signaling, mice were intraperitoneally injected with CL-316,243 (0.5 mg/kg). The experiments were performed at the Korea Mouse Phenotyping Center (KMPC), SNU, Seoul, Korea.

### Tissue histology and fluorescence imaging

Adipose tissue was isolated from mice, fixed in 4% paraformaldehyde, and embedded in a paraffin block. Paraffin blocks were cut into 5 μm sections at 30 μm intervals. The sections were stained with H&E following the standard protocol and imaged using a digital slide scanner (Axio Scan Z1, Carl Zeiss). For hypoxia staining, male mice were intraperitoneally injected with pimonidazole HCl (50 mg/kg, Hypoxyprobe) 1 h before sacrifice, and their adipose tissues were embedded in paraffin. After deparaffinization and rehydration, tissue slides were stained with mouse-anti-pimonidazole (1:50, MAb1, Hypoxyprobe) and visualized by DAB staining (SK-4105, Vector Laboratories). For immunostaining, deparaffinized slides were stained with anti-PLIN1 (1:400, 20R-PP004, Fitzgerald), anti-HIF1α 1:200, NB100-449, Novus, anti-HIF2α 1:200, NB100-122, Novus, and anti-UCP1 (1:400, ab10983, Abcam) antibodies in blocking solution containing 10% horse serum at 4 °C overnight. Then, the sections were washed with PBS and stained with species-specific secondary antibodies and Hoechst (1:1000, H3570, Thermo Fisher Scientific) for 1 h. After applying the mounting solution (VECTASHIELD without DAPI, Vector Laboratories), the specimens were observed using a coherent anti-Strokes Raman scattering (CARS) microscope (TCS SP8 CARS microscope, Leica Microsystems). For JC-1 staining, beige adipocytes were incubated with JC-1 (5 μg/mL, T3168, Thermo Fisher Scientific) at 37 °C for 30 min. After washing, the cells were imaged using a CARS microscope.

### cAMP measurement

cAMP concentrations in beige adipocytes were measured using a direct cAMP ELISA kit (Cat. no. 25-0114, Enzo Life Sciences) according to the manufacturer’s protocol. Beige adipocytes were lysed in 0.1 M HCl with 0.1% Triton X-100. The cell lysates were subjected to ELISA. To induce cAMP production, cells were treated with 1 μM ISO (I6504, Sigma) for 15 min. The results were analyzed using four parametric logistic curve fitting models. Total protein contents were measured to normalize the cAMP concentrations.

### Immunoblotting

Adipose tissues and cells were lysed on ice with modified RIPA buffer containing 50 mM Tris-HCl (pH 7.5), 150 mM NaCl, 2 mM EDTA, 1% Triton X-100, 0.5% sodium deoxycholate, 0.1% sodium dodecyl sulfate (SDS), 5 mM NaF, 1 mM Na_3_VO_4_, and a protease inhibitor cocktail (#P3100, GeneDEPOT). Protein lysates were boiled and subjected to SDS-polyacrylamide gel electrophoresis. The separated proteins were transferred onto polyvinylidene fluoride membranes. Antibodies against HIF1α (NB100-479, Novus), HIF2α (NB100-132, Novus), UCP1 (ab10983, Abcam), PKA Cα (4782S, Cell Signaling), HSL (4107S, Cell Signaling), pHSL (4139S, Cell Signaling), CREB (9197S, Cell Signaling), pCREB (9191S, Cell Signaling) pPKA substrate (9624S, Cell Signaling), pP38 (612289, BD Biosciences), P38 (Sc-7972, Santa Cruz Biotechnology), OXPHOS (ab110413, Abcam), α-tubulin (T6199, Sigma), β-actin (A5441, Sigma), and Lamin B1 (ab16048, Abcam) were used. Protein bands were visualized with horseradish peroxidase-conjugated secondary anti-rabbit IgG (A0545, Sigma), and anti-mouse IgG (A9044, Sigma).

### Glycerol release assay

Glycerol levels were measured using Free Glycerol Reagent (F6428, Sigma) according to the manufacturer’s protocol. For ex vivo lipolysis, isolated iWAT was cut into 30-mg pieces and incubated at 37 °C in DMEM containing 3% FA-free BSA in the absence or presence of 5 μM ISO for 3 h. For in vitro lipolysis, differentiated beige adipocytes were incubated at 37 °C in DMEM containing 3% FA-free BSA in the absence or presence of 5 μM ISO for 3 h.

### Quantification of mitochondrial DNA

DNA was isolated from iWAT or beige adipocytes using phenol-chloroform extraction. mtDNA abundance was measured by qPCR using mitochondrial genomic primers for NADH ubiquinone oxidoreductase chain 4 (ND4). The nuclear 18 S rRNA gene was used for normalization. The sequence of the primer used for qPCR are listed in Supplementary Table 1.

### Cellular oxygen consumption assay

The cellular OCR was analyzed using a Seahorse XFe96 extracellular flux analyzer (Agilent) according to the manufacturer’s instructions. Differentiated beige adipocytes were incubated in assay medium (25 mM glucose, 1 mM sodium pyruvate, 2 mM l-glutamine, and 1% fatty acid-free BSA in Seahorse XF base medium at pH 7.4). To evaluate mitochondrial activity, the OCR was measured following treatment with 5 μM oligomycin (75371, Sigma), 1 μM ISO, 5 μM carbonyl cyanide-p-trifluoromethoxyphenylhydrazone (FCCP, C2920, Sigma), 5 μM antimycin A (A8674, Sigma), and 5 μM rotenone (R8875, Sigma). For PKA inhibition, cells were pre-treated with 50 μM H89 (B1427, Sigma) for 1 h. Cell numbers were determined through Hoechst staining and used to normalize the OCRs. Parameter values were calculated using previously reported equaitions^63^. Basal respiration: value prior to the injection of oligomycin minus non-mitochondrial respiration. UCP1-dependent respiration: maximal value after the injection of ISO minus minimal value after injection of oligomycin. Maximal respiration: maximal value after the injection of FCCP minus non-mitochondrial respiration. Non-mitochondrial respiration: minimal value after the injection of rotenone and antimycin A.

### Chromatin immunoprecipitation qPCR

BACs were crosslinked with 1% formaldehyde for 20 min and lysed with lysis buffer (1% SDS, 10 mM EDTA, 50 mM Tris-HCl [pH 8.1], and protease inhibitor cocktail). The samples were diluted with a dilution buffer (0.01% SDS, 1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris-HCl [pH 8.1], 167 mM NaCl, and protease inhibitor cocktail) and sonicated for 15 min. After being precleared with protein A agarose (17-0780-01, GE Healthcare) and salmon sperm DNA, the samples were immunoprecipitated with antibodies overnight. The immunoprecipitated samples were collected by adding protein A-sepharose beads and sequentially washed with low salt buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl [pH 8.1], and 150 mM NaCl), high salt buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl [pH 8.1], and 500 mM NaCl), LiCl buffer (0.25 M LiCl, 1% NP-40, 1 mM EDTA, 10 mM Tris-HCl [pH 8.1]) three times, and TE buffer (10 mM Tris-HCl [pH 8.1] and 1 mM EDTA) twice. Then, the samples were eluted with elution buffer (1% SDS and 0.1 M NaHCO_3_), and protein–DNA cross-linking was reversed by incubation with 200 mM NaCl at 65 °C for 12 h. After reverse cross-linking, DNA was extracted using phenol-chloroform extraction. Precipitated DNA fragments were analyzed by qPCR. The sequence of the primer used for ChIP-qPCR are listed in Supplementary Table 1. Antibodies against HIF2α (NB100-132, Novus) and mouse IgG (A9044, Sigma) were used for immunoprecipitation.

### Adenovirus infection

HIF1α and HIF2α adenoviruses were generously provided by Dr. Jang-Soo Chun (Gwangju Institute of Science and Technology, Gwangju, South Korea). Green fluorescent protein-containing adenovirus was used as a negative control (mock). Four days after differentiation, beige adipocytes or BACs were incubated with DMEM containing 10% FBS and adenovirus (at a multiplicity of infection of 500) for 16 h. The culture medium was replaced with fresh medium for 2 days.

### *Prkaca* 3′UTR target miRNA prediction and validation

TargetScan mouse 7.2^64^ and miRDB Version 6.0^65^ were used to predict miRNA candidates targeting *Prkaca* 3′UTR. For luciferase assays, pGL3UC-Prkaca 3′UTR WT or pGL3UC-Prkaca 3′UTR Mut. construct was transfected with control or miR-3085-3p mimic into HEK293FT cells using Lipofectamine 3000 (L3000001, Thermo Fisher Scientific). After 24 h of transfection, cell lysates were analyzed for luciferase activity. A pCMV-β-galactosidase plasmid was used as an internal control for transfection efficiency. Primer information for the cloning and mutagenesis of Prkaca 3′UTR is listed in Supplementary Table 1.

### miRNA and siRNA transfection

The mimic and inhibitor of miR-3085-3p and si*Prkaca* were purchased from Bioneer Inc. (Daejeon, Korea). For transfection, beige adipocytes were transfected with 100 nM siRNA, miRNA mimic, or inhibitor using Lipofectamine 3000 according to the manufacturer’s protocol after 4 days of differentiation. For combined adenovirus infection and miRNA inhibitor transfection, adenoviral infection was performed prior to miRNA inhibitor transfection. After 16 h of infection with adenovirus, the culture medium was replaced with a fresh medium containing the miRNA inhibitor with Lipofectamine 3000. Sequence information for the siRNA and miRNAs is listed in Supplementary Table 1.

### RT-qPCR

Total RNA was isolated from tissues or cells using TRIzol Reagent (RiboEx, GeneAll) and subjected to cDNA synthesis using the ReverTra Ace qPCR RT Kit (Toyobo). Relative mRNA levels were detected using the CFX96TM Real-Time System (Bio-Rad Laboratories). RT-qPCRs were run using SYBR Green Master Mix (DQ384-40h, Biofact). Target gene expression levels were normalized to cyclophilin gene expression levels. The primers used for RT-qPCR are listed in Supplementary Table 1. For miRNA extraction, Direct-zol™ RNA MiniPrep (Zymo Research) was used. The miRNA was reverse-transcribed using the MicroRNA Reverse Transcription Kit (4366596, Thermo Fisher Scientific) and TaqMan MicroRNA Assay (4440886, 4427975, Thermo Fisher Scientific). RT-qPCRs were run using TaqMan Master Mix (RT600S, Enzynomics). The miR-3085-3p level was normalized to that of snoRNA202.

### Statistics and reproducibility

Data were presented as the mean ± standard error of the mean (SEM). In the figures, sample numbers and sizes are indicated by dots. In immunoblotting and DNA gel blotting, representative result from three independent experiments is shown. Representative images of H&E staining and immunohistochemistry were obtained from 4–5 replicates in each group. Comparisons between two groups were performed using a two-tailed unpaired Student *t*-test. Multiple comparisons were performed using one-way analysis of variance (ANOVA) or two-way ANOVA when two conditions were involved. Statistical analyses were conducted using GraphPad Prism 7, *p* < 0.05 was considered significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

The accession number for RNA-seq data in this study is GSE179385. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Adipocyte HIF2α functions as a thermostat via PKA Cα regulation in beige adipocytes
**Source:** Nat Commun. 2022 Jun 7;13:3268. doi: 10.1038/s41467-022-30925-0
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

**Adipocyte HIF2 $\alpha$  functions as a thermostat via PKA C $\alpha$  regulation in beige adipocytes**

**Han et al.**

## Supplementary Fig. 1

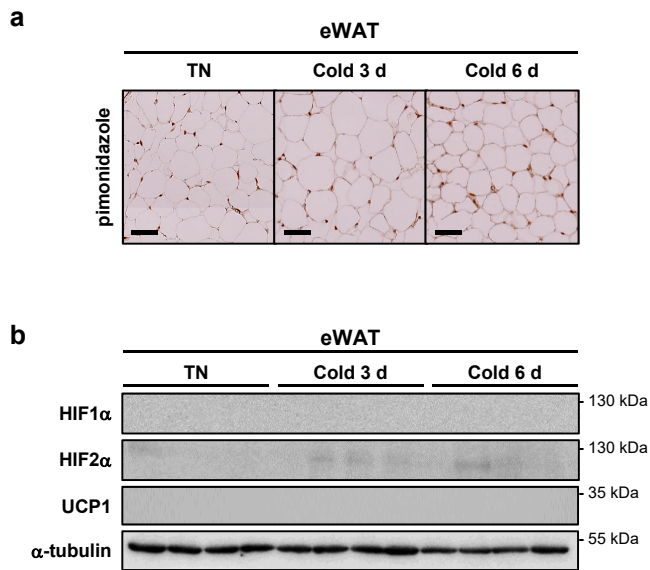

**Supplementary Fig. 1 Hypoxia-related phenotypes in eWAT upon cold.**

**a** Immunohistochemical analysis of eWAT section upon TN or cold exposure using anti-pimonidazole antibody and DAB staining. Scale bars, 50  $\mu$ m. **b** Western blot analysis of HIF $\alpha$  and UCP1 in eWAT upon TN or cold exposure.

# Supplementary Fig. 2

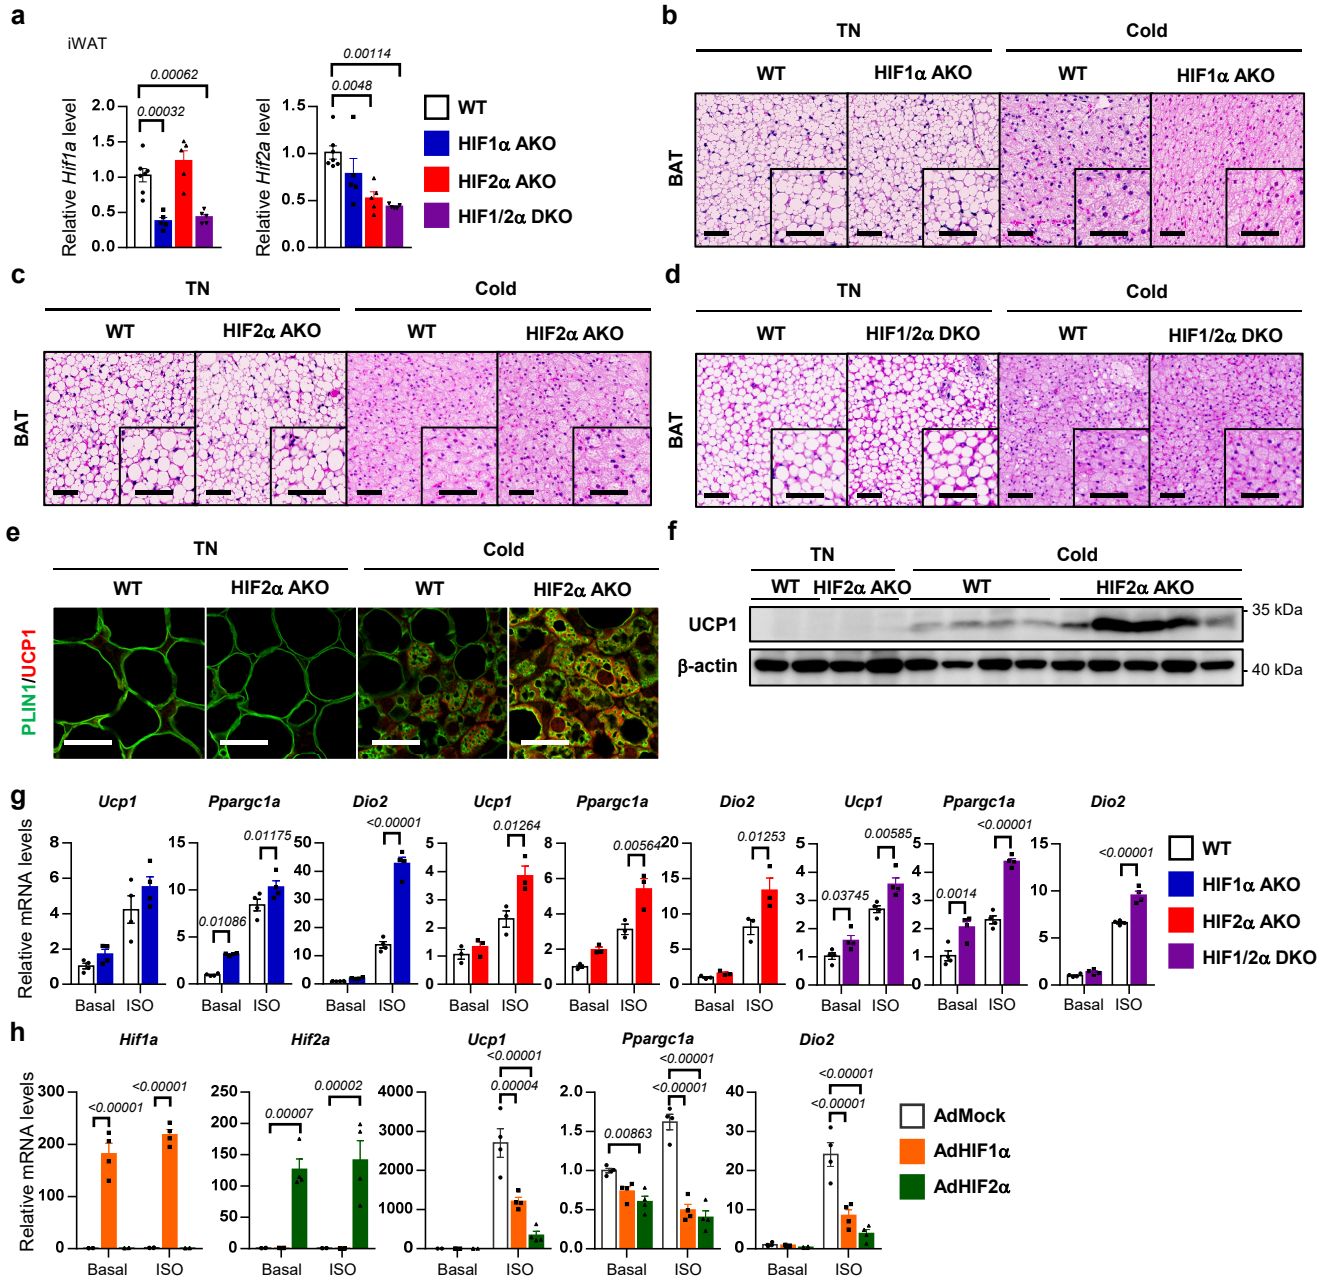

**Supplementary Fig. 2 Characterization of HIF $\alpha$  deficiency in adipocytes.**

**a** mRNA levels in iWAT from WT (n=7), HIF1 $\alpha$  AKO (n=5), HIF2 $\alpha$  AKO (n=5), and HIF1/2 $\alpha$  DKO (n=5) mice. **b-d** Representative images of H&E staining of BAT from WT, **(b)** HIF1 $\alpha$  AKO, **(c)** HIF2 $\alpha$  AKO, and **(d)** HIF1/2 $\alpha$  DKO mice upon TN or cold exposure (3 d). Scale bars, 50  $\mu$ m. **e** Representative immunofluorescence images of iWAT sections of WT and HIF2 $\alpha$  AKO mice upon cold exposure (3 d). Scale bars, 25  $\mu$ m. **f** Western blot analysis of UCP1 from iWAT of WT and HIF2 $\alpha$  AKO mice upon TN or cold exposure (3 d). **g** mRNA levels in beige adipocytes from WT (left panels; n=4, middle panels; n=3, right panels; n=4), HIF1 $\alpha$  AKO (n=4), HIF2 $\alpha$  AKO (n=3), and HIF1/2 $\alpha$  DKO (n=4) mice without or with ISO (5  $\mu$ M, 4 h). **h** The mRNA levels in beige adipocytes (n=4) infected with Admock, AdHIF1 $\alpha$ , or AdHIF2 $\alpha$  and without or with ISO (5  $\mu$ M, 4 h). Data are expressed as the mean  $\pm$  SEM by one-way ANOVA in **(a)** or two-way ANOVA in **(g,h)** followed by Holm-Sidak's multiple comparisons test. ISO, isoproterenol

## Supplementary Fig. 3

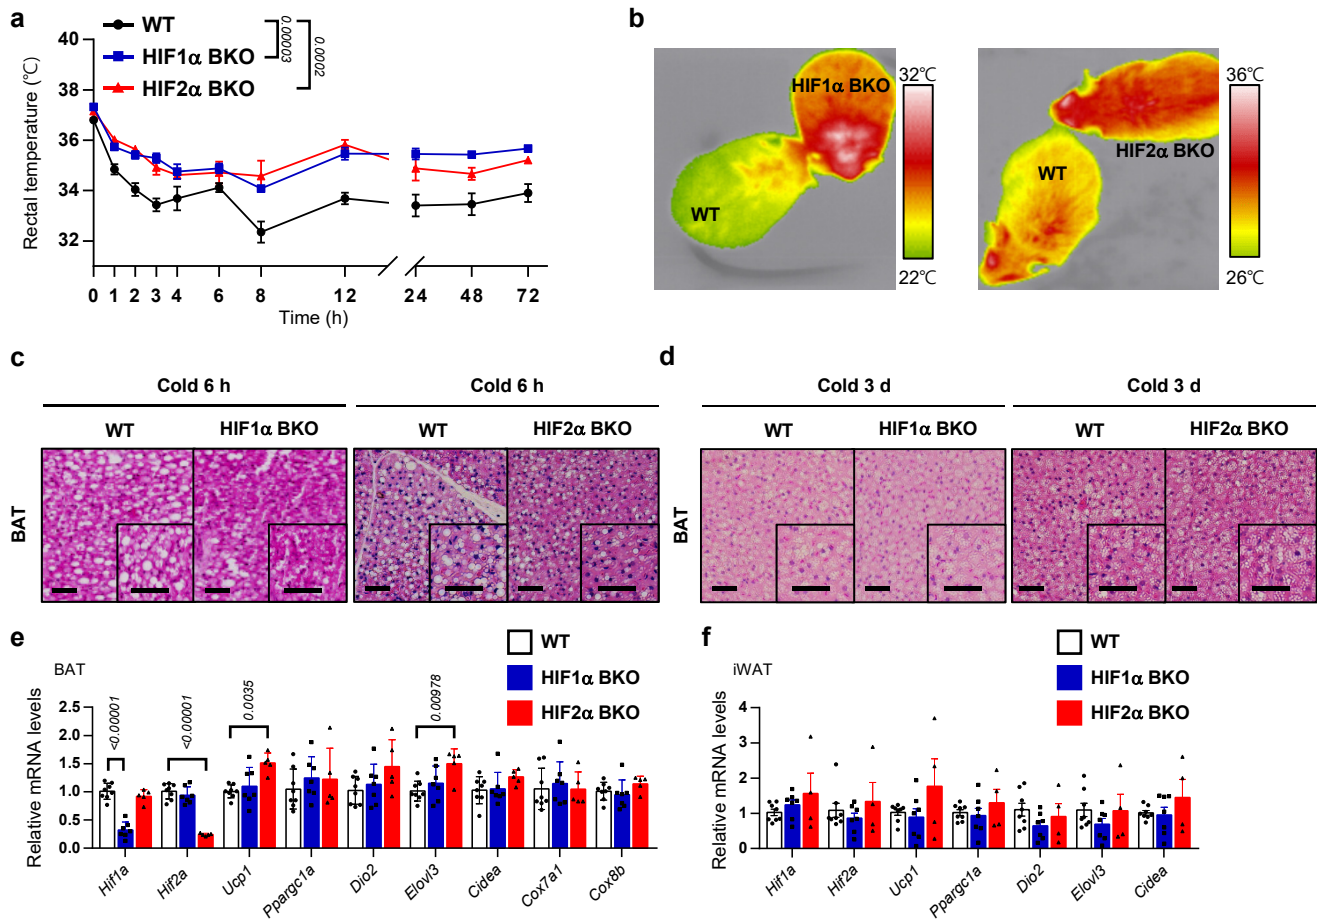

### Supplementary Fig. 3 Characterization of BAT in HIF $\alpha$ deletion models.

**a** Rectal temperature of WT (n=8), HIF1 $\alpha$  BKO (n=10), and HIF2 $\alpha$  BKO (n=8) mice during cold exposure. **b** Infrared images of body surface temperature of WT, HIF1 $\alpha$  BKO, and HIF2 $\alpha$  BKO upon cold exposure (4 h). **c, d** Representative images of H&E staining of BAT from WT, HIF1 $\alpha$  BKO, and HIF2 $\alpha$  BKO upon (c) 6 hours and (d) 3 days of cold exposure. Scale bars, 50  $\mu$ m. **e** mRNA levels in BAT from WT (n=8), HIF1 $\alpha$  BKO (n=7), and HIF2 $\alpha$  BKO (n=5) upon cold exposure (3 d). **f** mRNA levels in BAT from WT (n=8), HIF1 $\alpha$  BKO (n=7), and HIF2 $\alpha$  BKO (n=4) upon cold exposure (3 d). Data are expressed as the mean  $\pm$  SEM by one-way ANOVA in (e,f) or two-way repeated-measures ANOVA in (a) followed by Holm-Sidak's multiple comparisons test.

## Supplementary Fig. 4

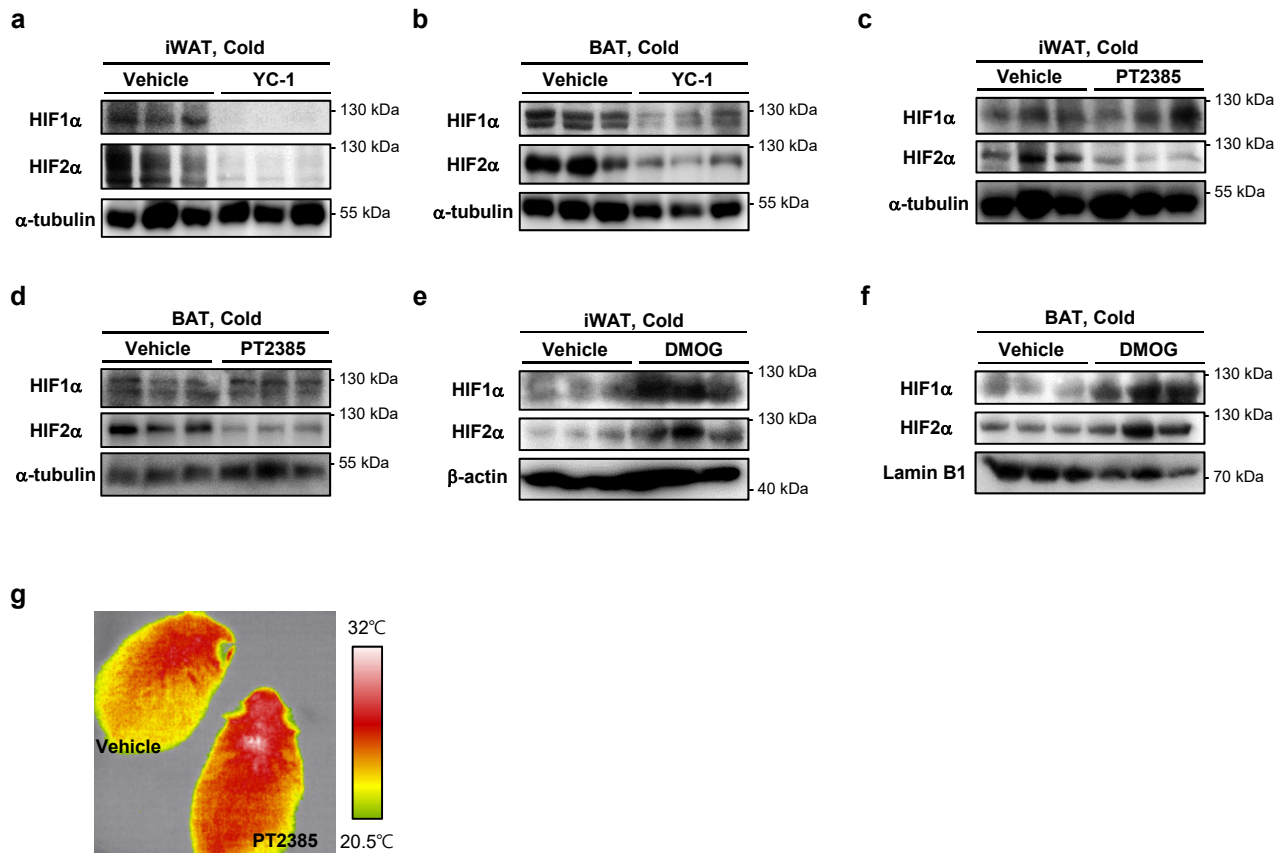

**Supplementary Fig. 4 Effects of pharmacological HIF $\alpha$  modulators on mice.**

**a, b** Western blot analysis of HIF $\alpha$  in (a) iWAT or (b) BAT from vehicle- and YC-1 (30 mg/kg, daily)-administered mice upon cold exposure (3 d). **c, d** Western blot analysis of HIF $\alpha$  in (c) iWAT or (d) BAT from vehicle- and PT2385 (10 mg/kg, twice a day)-administered mice upon cold exposure (3 d). **e, f** Western blot analysis of HIF $\alpha$  in (e) iWAT or (f) BAT from vehicle- and DMOG (40 mg/kg, daily)-administered mice upon cold exposure (3 d). **g** Infrared images of body surface temperature of vehicle- and PT2385-administered mice upon cold exposure (4 h).

## Supplementary Fig. 5

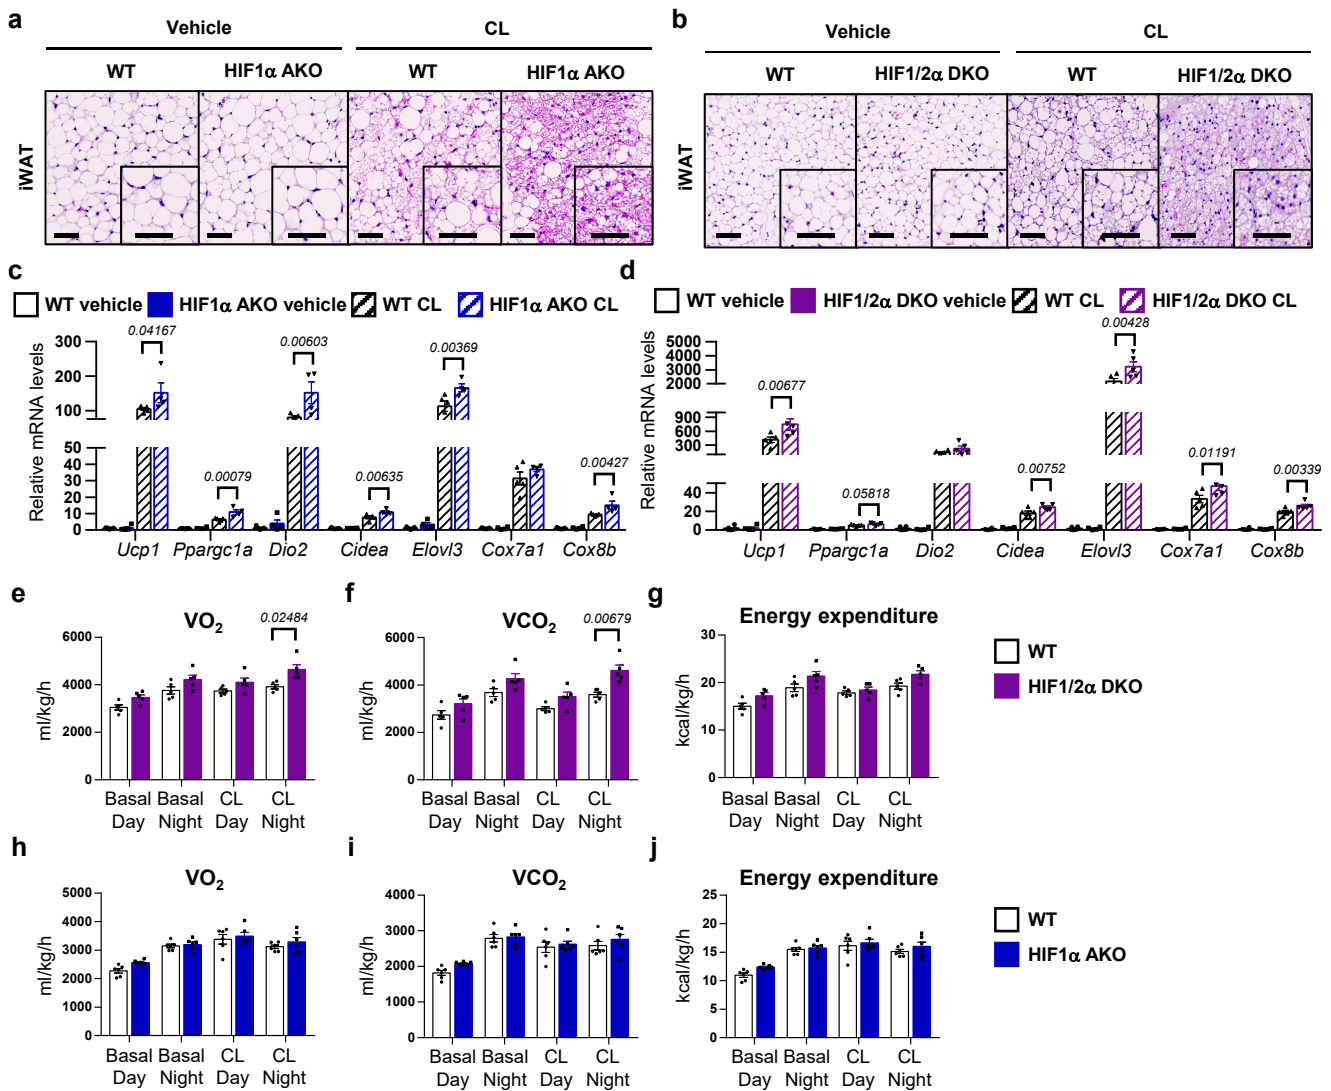

**Supplementary Fig. 5 Phenotypes of HIF1 $\alpha$  AKO and HIF1/2 $\alpha$  DKO upon CL administration.**

**a, b** Representative images of H&E staining of iWAT from WT, (a) HIF1 $\alpha$  AKO, and (b) HIF1/2 $\alpha$  DKO mice upon daily CL administration (0.5 mg/kg, 4 d). Scale bars, 50  $\mu$ m. **c, d** The mRNA levels in iWAT from (c) WT (n=5) and HIF1 $\alpha$  AKO (n=4), and (d) WT (vehicle; n=6, CL; n=4) and HIF1/2 $\alpha$  DKO (vehicle; n=4, CL; n=5) mice upon daily CL administration (0.5 mg/kg, 4 d). **e-j** VO<sub>2</sub>, VCO<sub>2</sub>, and energy expenditure for (e,f,g) WT (n=5) and HIF1/2 $\alpha$  DKO (n=5), and (h,i,j) WT (n=6) and HIF1 $\alpha$  AKO (n=6) mice. Data are expressed as the mean  $\pm$  SEM by two-way ANOVA followed by Holm-Sidak's multiple comparisons test.

Supplementary Fig. 6

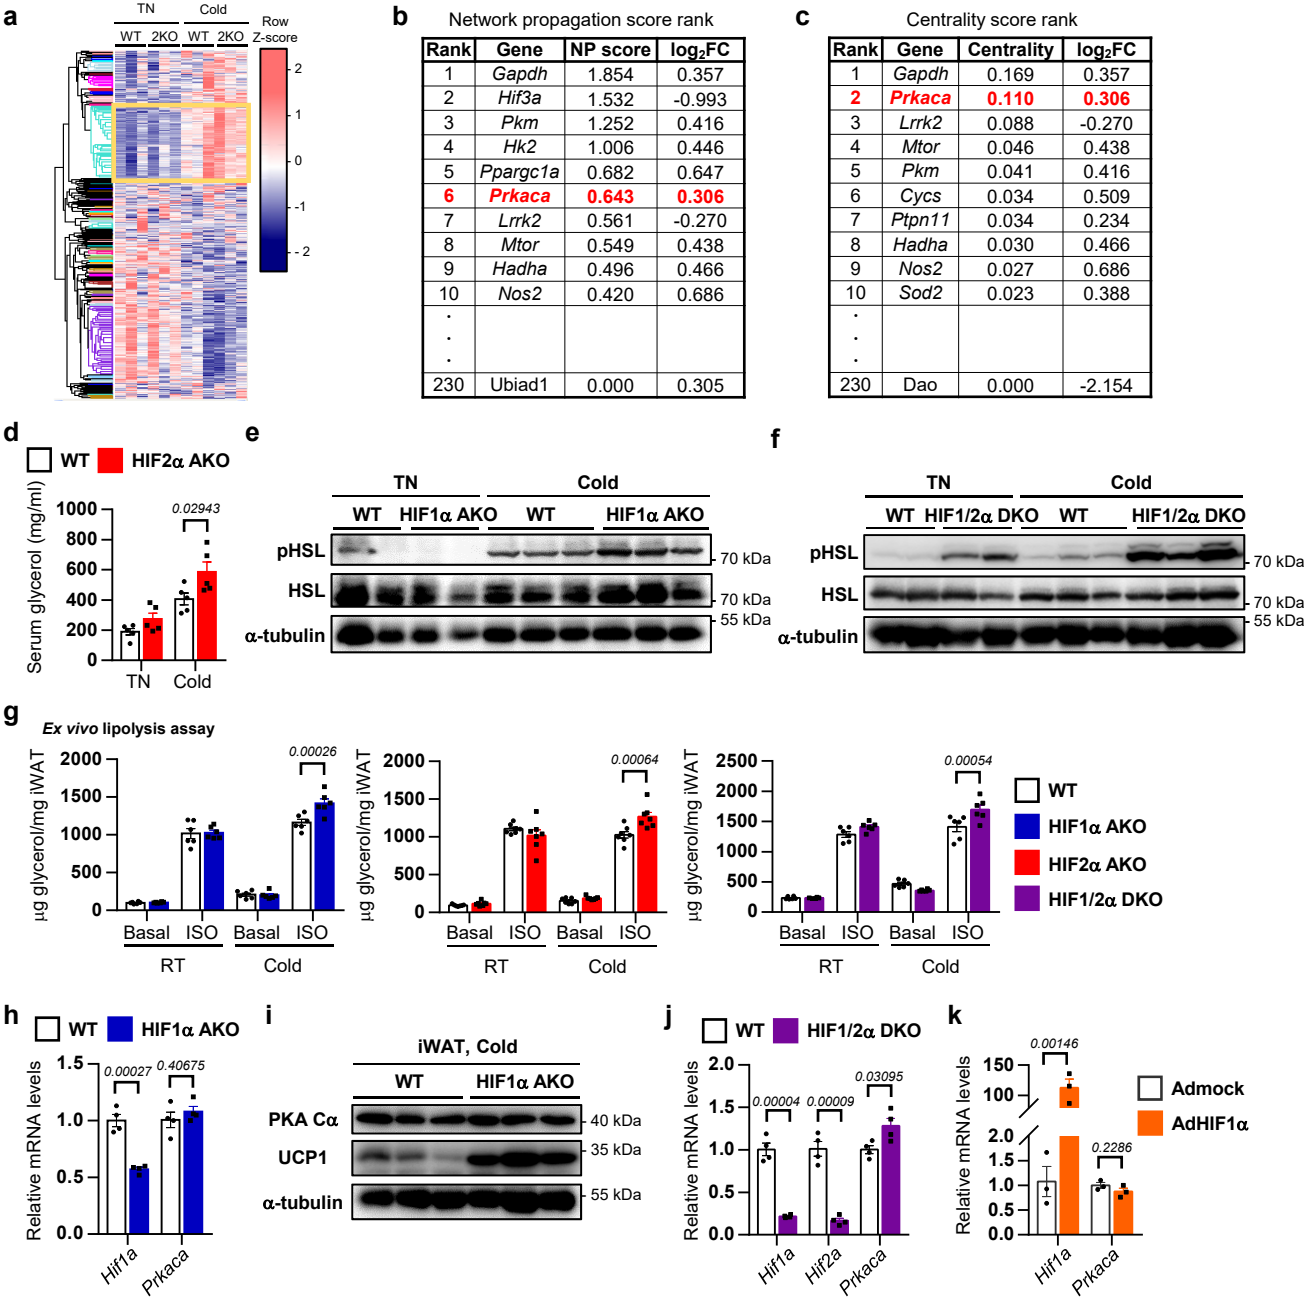

**Supplementary Fig. 6 Regulation of *Prkaca* and PKA signaling pathway by HIF2 $\alpha$ .**

**a** Heatmap showing gene expression patterns. **b, c** (b) NP score ranks and (c) Betweenness centrality ranks of thermogenesis-related genes in the condition-specific network. **d** Serum glycerol concentration of WT (n=5) and HIF2 $\alpha$  AKO (n=5) mice upon TN or cold exposure (6 h). **e, f** Western blot analysis of PKA signaling in iWAT from WT, (e) HIF1 $\alpha$  AKO, and (f) HIF1/2 $\alpha$  DKO mice upon TN or cold exposure (6 h). **g** Glycerol concentration in culture media of iWAT explants from WT (left panel; n=6, middle panel; n=7, right panel; n=6), HIF1 $\alpha$  AKO (n=6), HIF2 $\alpha$  AKO (n=7), and HIF1/2 $\alpha$  DKO (n=6) mice RT and cold exposed (3 d) mice without or with ISO (5  $\mu$ M, 3 h). **h** mRNA levels in beige adipocytes from WT (n=4) and HIF1 $\alpha$  AKO (n=4) mice. **i** Western blot analysis of PKA C $\alpha$  and UCP1 in iWAT from WT and HIF1 $\alpha$  AKO mice upon cold exposure (3 d). **j** mRNA levels in beige adipocytes from WT (n=4) and HIF1/2 $\alpha$  DKO (n=4) mice. **k** mRNA levels in beige adipocytes infected with Admock (n=3) or AdHIF1 $\alpha$  (n=3). Data are expressed as the mean  $\pm$  SEM by two-tailed unpaired Student t tests in (h,j,k) or two-way ANOVA in (d,g) followed by Holm-Sidak's multiple comparisons test. ISO, isoproterenol

# Supplementary Fig. 7

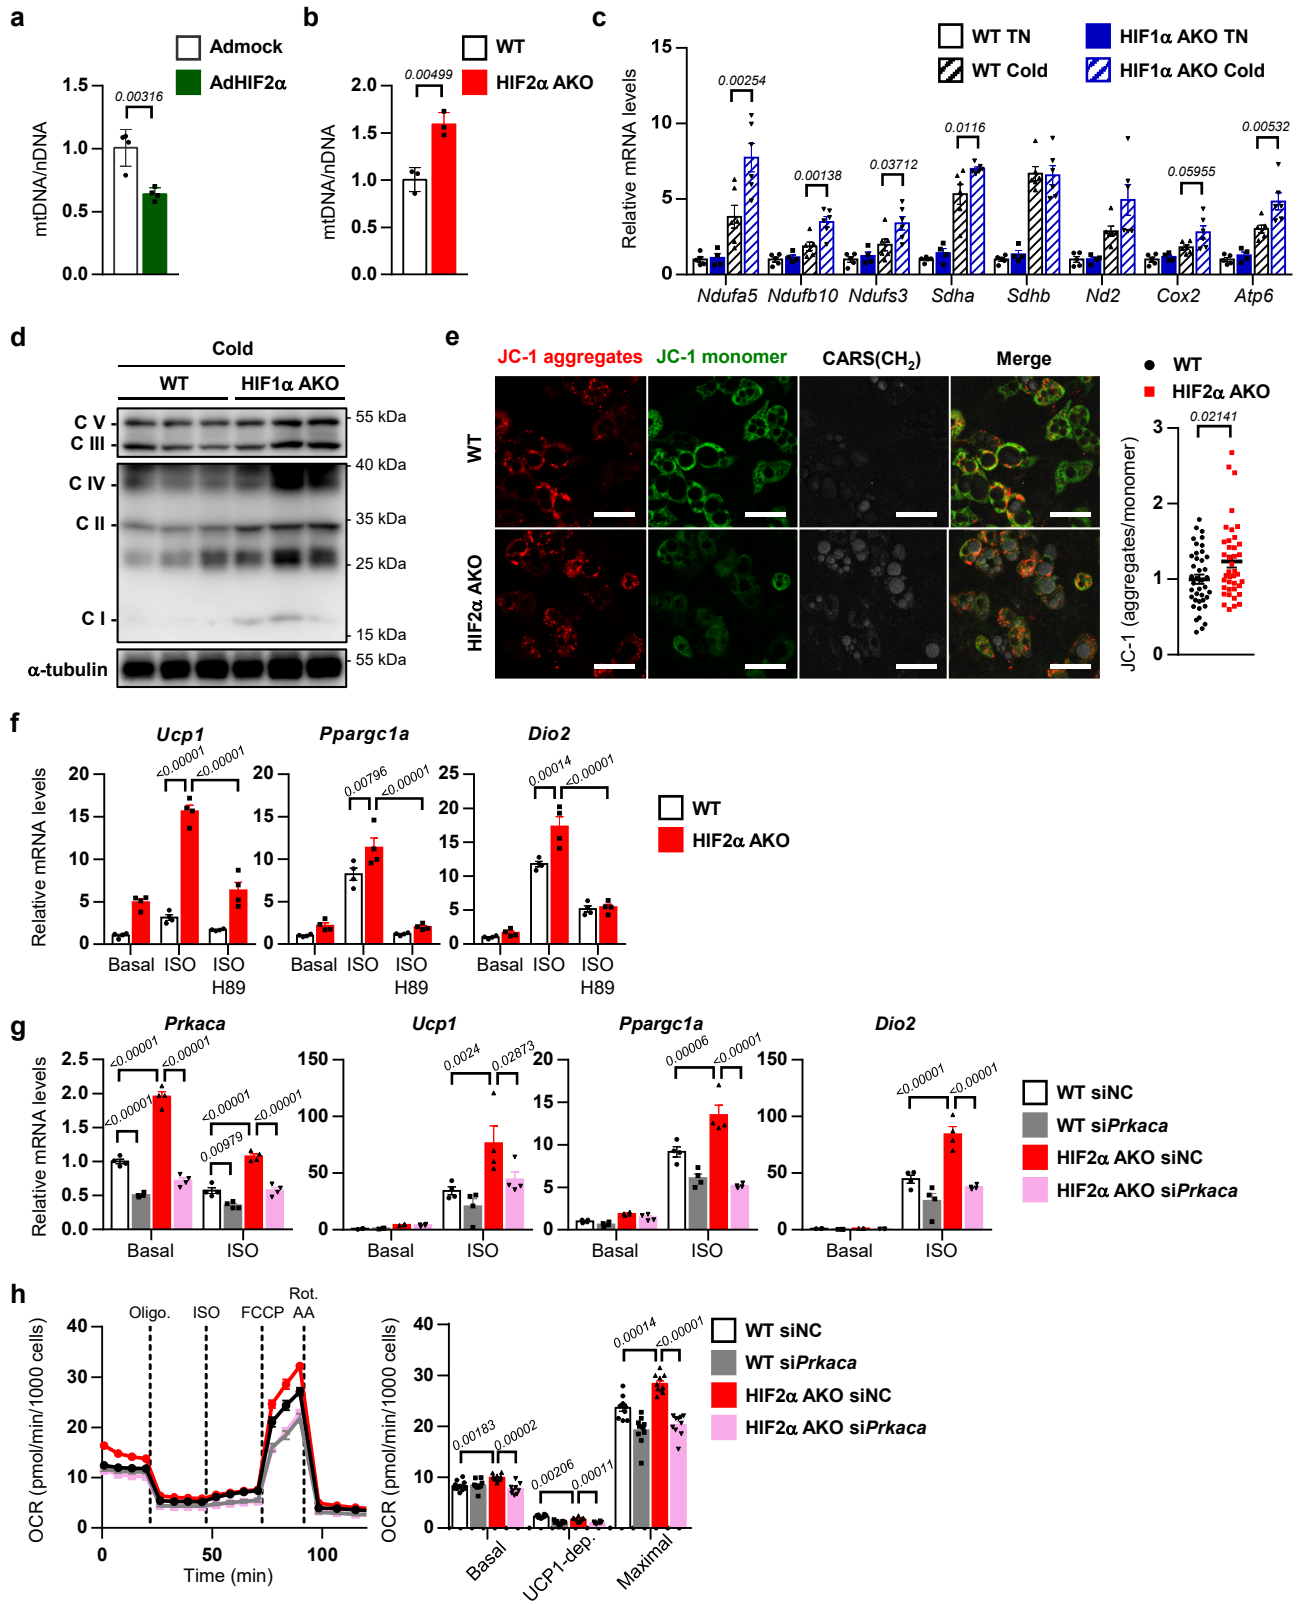

**Supplementary Fig. 7 Mitochondrial changes upon HIF $\alpha$  modulation.**

**a** Relative mtDNA contents in beige adipocytes infected with Admock (n=4) or AdHIF2 $\alpha$  (n=4). **b** Relative mtDNA contents in beige adipocytes from WT (n=3) and HIF2 $\alpha$  AKO (n=3) mice. **c** mRNA levels in iWAT from WT (TN; n=5, Cold; n=6) and HIF1 $\alpha$  AKO (TN; n=4, Cold; n=6) mice upon TN or cold exposure (3 d). **d** Western blot analysis of OXPHOS complexes in iWAT from WT and HIF1 $\alpha$  AKO mice upon cold exposure (3 d). **e** Representative JC-1 staining images and quantification of the red/green ratio in beige adipocytes (n=40) from WT and HIF2 $\alpha$  AKO mice. Scale bars, 25  $\mu$ m. **f** mRNA levels in beige adipocytes from WT (n=4) and HIF2 $\alpha$  AKO (n=4) mice without or with ISO (5  $\mu$ M, 4 h) upon 1 h pre-incubation of H89 (50  $\mu$ M). **g** mRNA levels in beige adipocytes from WT (n=4) and HIF2 $\alpha$  AKO (n=4) mice transfected with siNC or si*Prkaca* without or with ISO (5  $\mu$ M, 4 h). **h** OCRs and quantification in beige adipocytes from WT (n=10) and HIF2 $\alpha$  AKO (n=10) mice transfected with siNC or si*Prkaca*. Data are expressed as the mean  $\pm$  SEM by two-tailed unpaired Student t tests in (**a,b,e**) or two-way ANOVA in (**c,f,g,h**) followed by Holm-Sidak's multiple comparisons test. ISO, isoproterenol

# Supplementary Fig. 8

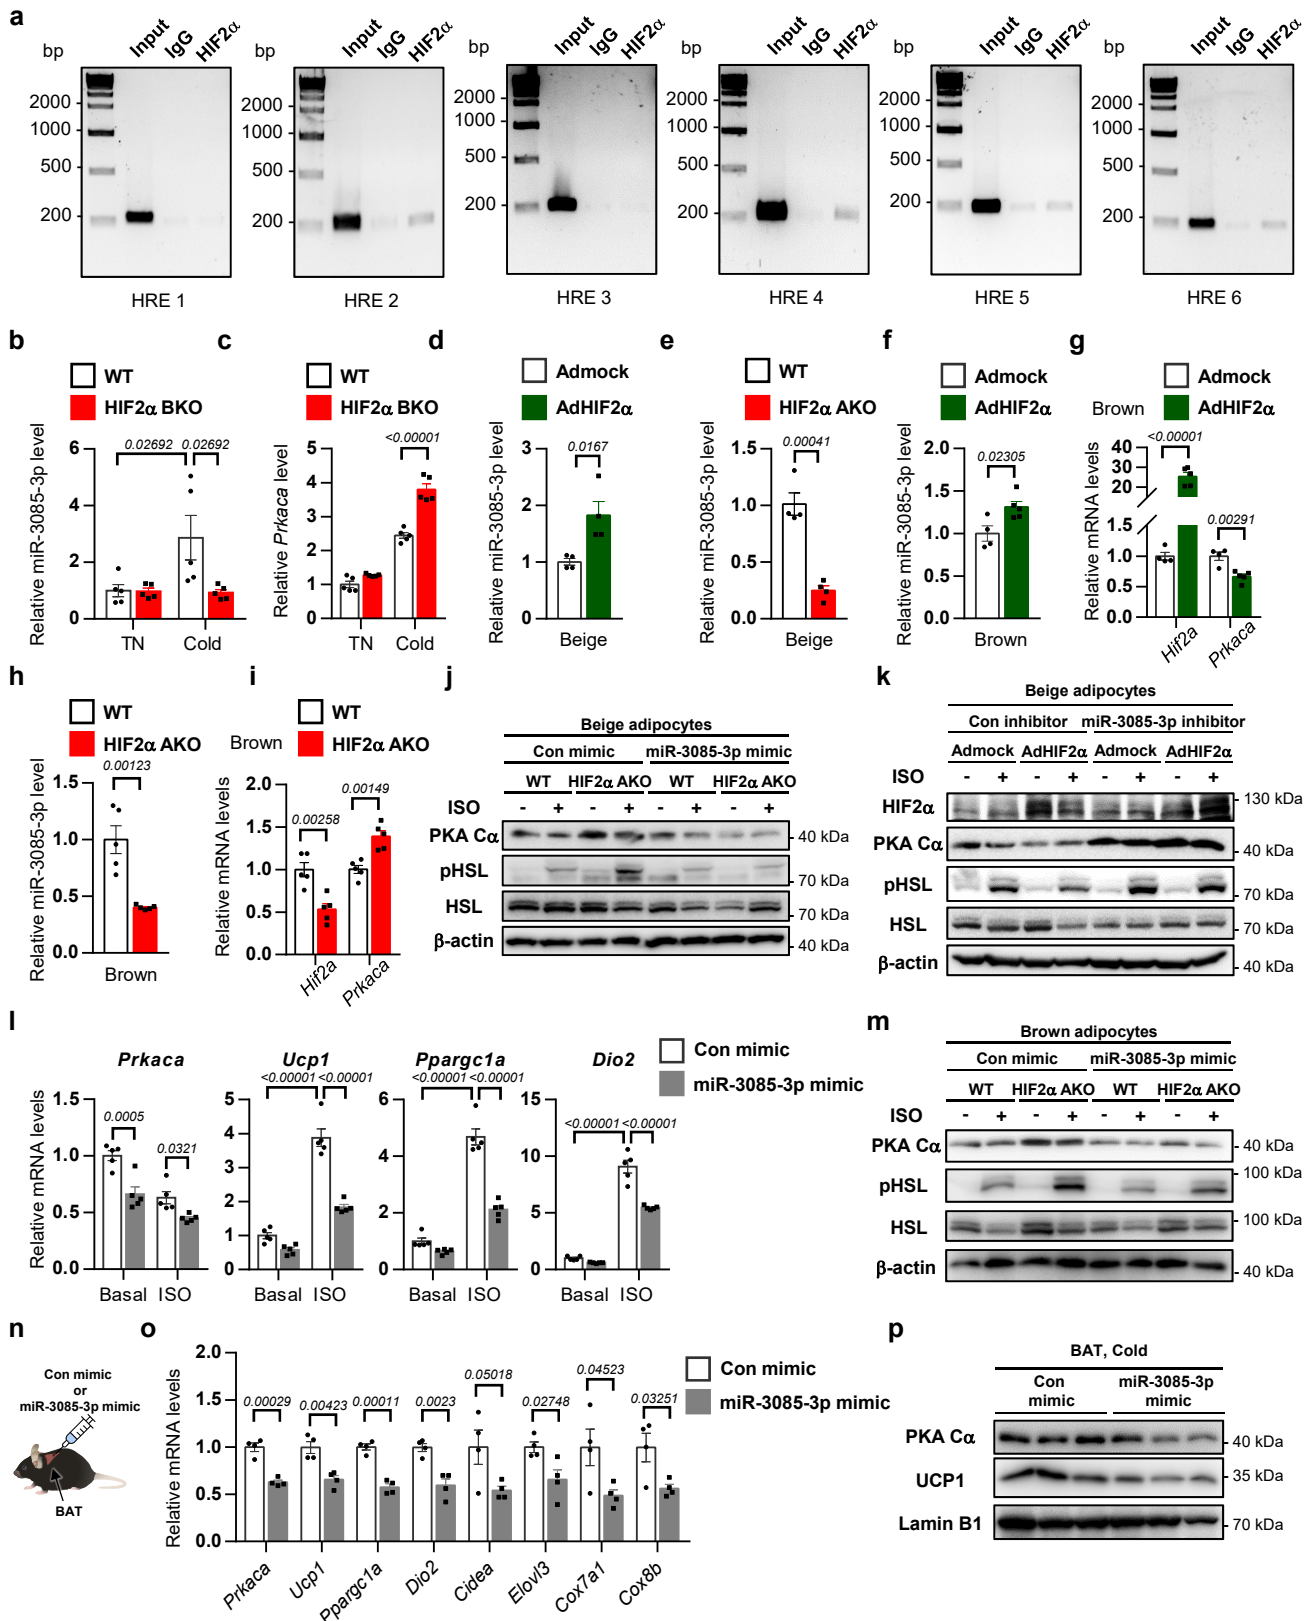

### Supplementary Fig. 8 Characterization of miR-3085-3p.

**a** Images of PCR product from ChIP analysis. **b, c** **(b)** miR-3085-3p and **(c)** *Prkaca* level in BAT from WT (n=5) and HIF2 $\alpha$  BKO (n=5) mice upon TN or cold exposure (3 d). **d** miR-3085-3p level in beige adipocytes infected with Admock (n=4) or AdHIF2 $\alpha$  (n=4). **e**, miR-3085-3p level in beige adipocytes from WT (n=4) and HIF2 $\alpha$  AKO (n=4) mice. **f, g** **(f)** miR-3085-3p and **(g)** mRNA levels in brown adipocytes infected with Admock (n=4) or AdHIF2 $\alpha$  (n=5). **h, i** **(h)** miR-3085-3p and **(i)** mRNA levels in beige adipocytes from WT (n=5) and HIF2 $\alpha$  AKO (n=5) mice. **j** Western blot analysis of PKA C $\alpha$  and PKA signaling in beige adipocytes from WT and HIF2 $\alpha$  AKO mice transfected with con or miR-3085-3p mimic without or with ISO (5  $\mu$ M, 1 h). **k** Western blot analysis of beige adipocytes infected with Admock or AdHIF2 $\alpha$  upon con or miR-3085-3p inhibitor transfection without or with ISO (5  $\mu$ M, 1 h). **l** mRNA levels in brown adipocytes transfected with con (n=5) or miR-3085-3p mimic (n=5) without or with ISO (5  $\mu$ M, 4 h). **m** Western blot analysis of PKA C $\alpha$  and PKA signaling in brown adipocytes from WT and HIF2 $\alpha$  AKO mice transfected with con or miR-3085-3p mimic without or with ISO (5  $\mu$ M, 1 h). **n** Experimental scheme of miRNA mimic injection. **o** mRNA levels in BAT from mice with con or miR-3085-3p mimic injection upon cold exposure (3 d). **p** Western blot analysis of PKA C $\alpha$  and UCP1 in BAT from mice with con or miR-3085-3p mimic injection upon cold exposure (3 d). Data are expressed as the mean  $\pm$  SEM by two-tailed unpaired Student t tests in **(d-i,o)** or two-way ANOVA in **(b,c,l)** followed by Holm-Sidak's multiple comparisons test. ISO, isoproterenol

## Supplementary Fig. 9

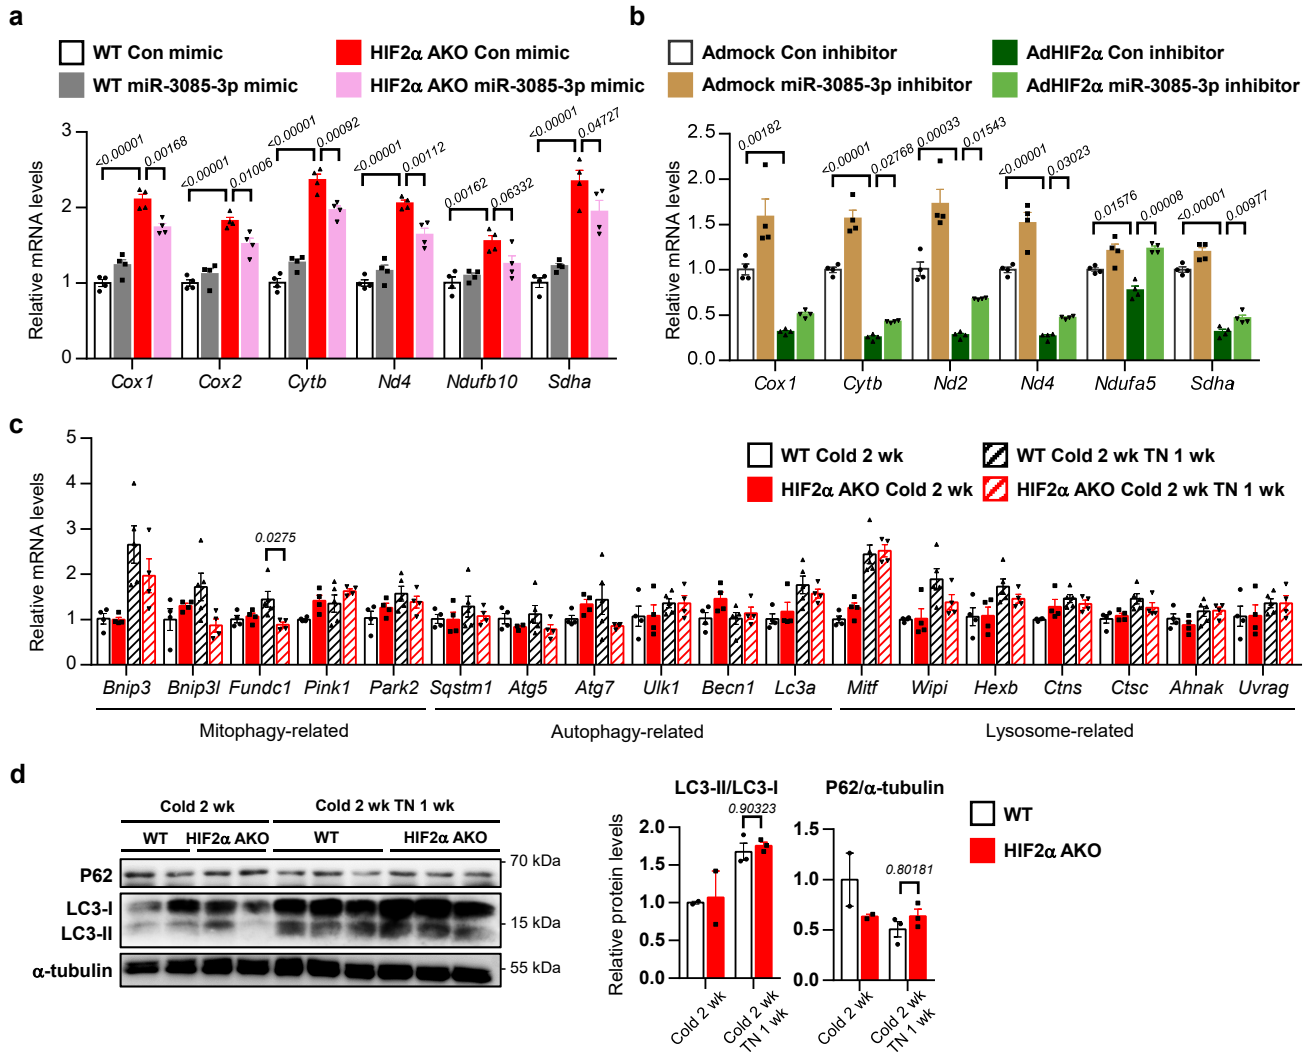

**Supplementary Fig. 9 Mitochondrial and autophagy regulation by HIF2 $\alpha$  upon re-warming.**

**a** mRNA levels in beige adipocytes from WT (n=4) and HIF2 $\alpha$  AKO (n=4) mice transfected with con or miR-3085-3p mimic. **b** mRNA levels in beige adipocytes infected with Admock (n=4) or AdHIF2 $\alpha$  (n=4) upon con or miR-3085-3p inhibitor transfection. **c** mRNA levels in iWAT from WT (n=5) and HIF2 $\alpha$  AKO (Cold 2 wk; n=4, Cold 2 wk + TN 1 wk; n=5) mice upon cold exposure or re-warming (cold 2 wk + TN 1 wk). **d** Western blot analysis and quantification of autophagy-related proteins in iWAT from WT and HIF2 $\alpha$  AKO mice upon cold exposure or re-warming (cold 2 wk + TN 1 wk). Data are expressed as the mean  $\pm$  SEM by two-way ANOVA followed by Holm-Sidak's multiple comparisons test.

# Supplementary Table 1

| Gene        | Forward                 | Reverse                  |
|-------------|-------------------------|--------------------------|
| Ucp1        | CTTTGCCTCACTCAGGATTGG   | ACTGCCACACCTCCAGTCATT    |
| Dio2        | CAGTGTGGTGCACGTCTCCAATC | TGAACCAAAGTTGACCACCAG    |
| Ppargc1a    | CCCTGCCATTGTTAAGACC     | TGCTGCTGTTCTCTGTTTTT     |
| Elvol3      | ATGCAACCCTATGACTTCGAG   | ACGATGAGCAACAGATAGACG    |
| Cidea       | GCCGTGTTAAGGAATCTGCTG   | TGCTCTTCTGTATCGCCAGT     |
| Cox7a1      | CAGCGTCATGGTCAGTCTGT    | AGAAAACCGTGTGGCAGAGA     |
| Cox8b       | GAACCATGAAGCCAACGACT    | GCGAAGTTCACAGTGGTTCC     |
| Cyclophilin | CAGACGCCACTGTCGCTTT     | TGCTTTGGAACTTTGTCTG      |
| Hif1a       | TGCTCATCAGTTGCCACTTC    | CATGTCGCCGTCTCTGTTA      |
| Hif2a       | TGAGTTGGCTCATGAGTTGC    | TTGCTGATGTTTTCCGACAG     |
| Prkaca      | CCCGTTCCCTGGTCAAACCTG   | AGATTCTCGGGCTTCAGGTC     |
| Prkar1a     | TTACGCCCTTTTGTCTGTTTT   | AACAGCAACTGTCCCTTTGG     |
| Prkar2b     | AGGCCAATCTGTATGTTTGGA   | CCAATAGGCCAAGGCTAACA     |
| Ndufa5      | ATCACCTTCGAGAAGCTGGA    | ACTTCACCACCCTGAAGCAA     |
| Ndufb10     | TGGAGCAGTTCACCAAAGTG    | TTCCAGCATTCTCTGCTTCT     |
| Ndufs3      | TTATGGCTTCGAGGGACATC    | ATTCTTGTCGAGCTCCACT      |
| Sdha        | GGAACACTCCAAAAACAGACCT  | CCACCACTGGGTATTGAGTAGAA  |
| Sdha        | AATTTGCCATTTACCGATGGGA  | AGCATCCAACACCATAGGTCC    |
| Nd2         | GCCTGGAATTCAGCCTACTAGC  | GGCTGTTGCTTGTGTGACGA     |
| Nd4         | ATAATTATACTAGCTCAATCTGC | TCGTAGTTGGAGTTTGCTAG     |
| Nd6         | TGTATGAGGTTGATGATGTTGG  | CCGCAAAACAAAGATCACCC     |
| Cox1        | ACACAACCTTTCTTTGATCCCG  | AGAATCAGAACAGATGCTGG     |
| Cox2        | ATAATCCCAACAAACGACCT    | CTCGGTTATCAACTTCTAGCA    |
| Cyts        | CCAAATCTCCACGGTCTGTT    | GTCTGCCCTTTCTCCCTTCT     |
| Cytb        | CCTTCATGTCGACGAGGCTT    | TGCTGTGGCTATGACTGCGAA    |
| Atp6        | TGGCATTAGCAGTCCGGCTT    | ATGGTAGCTGTTGGTGGGCT     |
| Bnip3       | TCCTGGGTAGAACTGCACCTC   | GCTGGGCATCCAACAGTATTT    |
| Bnip3l      | TGTCTCACTTAGTCGAGCCGC   | TGGGTAGCTCCACCCAGGAA     |
| Fundc1      | TTCCGGACCTATGGTAGAAAAA  | CCAACCTTCTGGAATAAAAAATCC |
| Pink1       | CCCACACCCTAACATCATCC    | ACTGGGAGTCTGCTCTCAA      |
| Park2       | TTCTGACACCAGCATCTTGC    | CTTCTCCTCCGTGGTCTCTG     |
| Sqstm1      | ATGTGGAACATGGAGGGAAGA   | GGAGTTCACCTGTAGATGGGT    |
| atg5        | AGATGGACAGCTGCACACAC    | GCTGGGGGACAAATGCTAATA    |
| atg7        | TCCGTTGAAGTCTCTGCTT     | CCACTGAGGTTACCATCCT      |
| Ulk1        | CTGACTTTGATTGCTCGCG     | ACTGGTAGACAATGGTGCCA     |
| Becn1       | TTTCAGACTGGGTCTGCTTG    | CCATAGGGAACAAGTCGGTAC    |
| Lc3a        | CATGAGCGAGTTGGTCAAGA    | TTGACTCAGAAGCCGAAGGT     |
| Mitf        | AAGTCGGGGAGGAGTTTCACG   | GGAGCTTAACGGAGGCTTGGA    |
| Wipi        | GCGCTCCGAGGGGAAGTTAT    | CCCTTCTGACTTCCACGGCA     |
| Hexb        | CTCTTTCGGGACTTTCACCA    | CCATGGCATCCAGAGTTTTT     |
| Ctns        | ATGAGGAGGAATTGGCTGCTT   | ACGTTGGTTGAACTGCCATTTT   |
| Ctsc        | TGCCACATCTGAGGAACAAA    | CACCAGGACTCCTCTGCATT     |
| Ahnak       | ACACTGTTGGCTTGAAGTTGC   | CTGGGCCATCATGCAGATTGT    |
| Uvrag       | GACTTTGGAATAATGCCGGATCG | CAGCCCATCCAGGTAGACTTT    |

| mtDNA    | Forward                     | Reverse                 |
|----------|-----------------------------|-------------------------|
| 18s rRNA | CGCGGTTCTATTTTGTGGT         | AGTCGGCATCGTTTATGGTC    |
| Nd4      | TGCATCAATCATAATCCAACTCCATGA | GGCAGAATAGGAGTGATGATGTA |

| ChIP  | Forward              | Reverse               |
|-------|----------------------|-----------------------|
| HRE 1 | GGCAGAGTGAGGAAAGCAAA | CCTCAGCCCTTAAGCCTCTT  |
| HRE 2 | AACCCTGGCCACATTCAGTA | GACAGGAGTGATAGGGCCTC  |
| HRE 3 | GAGGCCCTATCACTCCTGTC | GGAGGAAGGATTTTGGGAGGA |
| HRE 4 | CGGCTGGGTGAAGGAAATAC | GAGTTGGGGAGAACAGGGGG  |
| HRE 5 | GAACCCATTGCCTTTCCG   | CACTCCAGGCTCCCAAG     |
| HRE 6 | CTGATGCAGTCTCCTCCAGG | TCCCGAGGAACCACTTAACC  |

| miRNA                     | Forward               | Reverse               |
|---------------------------|-----------------------|-----------------------|
| mmu-miR-3085-3p mimic     | UCUGGCUGCUAUGGCCCCUC  | GGGGGCCAUAGCAGCCAGAUU |
| mmu-miR-3085-3p inhibitor | GAGGGGGCCAUAGCAGCCAGA |                       |

| miRNA reporter                 | Forward                             | Reverse                            |
|--------------------------------|-------------------------------------|------------------------------------|
| Prkaca 3'UTR WT (Xba1, Bam H1) | GCTCTAGAGGGTGTGCTTGTC               | GGGATTCTCAAATATGTTTACAACAGCACA     |
| Prkaca 3'UTR Mutagenesis       | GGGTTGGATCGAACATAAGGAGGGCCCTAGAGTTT | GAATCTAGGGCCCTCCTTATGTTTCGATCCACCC |

| siRNA    | Forward            | Reverse             |
|----------|--------------------|---------------------|
| siPrkaca | CGAGUAAUUUGACGACUA | UAGUCGUCAAAGUUACUCG |

# Supplementary material for: Adipocyte HIF2α functions as a thermostat via PKA Cα regulation in beige adipocytes
**Source:** Nat Commun. 2022 Jun 7;13:3268. doi: 10.1038/s41467-022-30925-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **Supplementary Data 1.**

NP score and Betweenness centrality ranks for Supplementary Fig. 6b, c

### **Supplementary Data 2.**

Downregulated DEG in HIF2 $\alpha$  AKO upon cold exposure

# Supplementary material for: Adipocyte HIF2α functions as a thermostat via PKA Cα regulation in beige adipocytes
**Source:** Nat Commun. 2022 Jun 7;13:3268. doi: 10.1038/s41467-022-30925-0
**Supplement:** Supplementary file 6 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

**Data collection** LAS X (CARS microscope, Leica), Axio Scan. Z1 (Zeiss), CFX 96TM (Bio-Rad), CFX Connect (Bio-Rad), Seahorse XFe96 extracellular flux analyzer (Agilent), PhenoMaster (TSE Systems)

**Data analysis** ImageJ, GraphPad Prism 7, Zen, LAS X, Bio-Rad CFX Maestro, TargetScan mouse (Version 7.2), miRDB (Version 6.0), TrimGalore (version 0.4.4), the STAR aligner (version 2.6.1d), HTSeq-count (version 0.13.5), DESeq2 (version 1.30.0), STRING database (version 10.5), NetworkX package (version 2.2), clusterMaker2 (version 1.3.1), Cytoscape.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The authors declare that the data supporting the findings of this study are available within the research article and its supplementary Information files. The accession number for RNA-seq data in this study is GSE179385.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                            |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size for in vivo, ex vivo, and in vitro experiments was chosen based on commonly adopted standards in the field, resulting in statistically meaningful comparisons. |
| Data exclusions | Experiments failed for technical reasons were excluded from data analysis.                                                                                                 |
| Replication     | All experiments were carried out under standard and clearly defined conditions. And all attempts at replication were successful by at least one researcher.                |
| Randomization   | Randomization was used for analyzing image data. Mice from experimental and control groups were randomly selected.                                                         |
| Blinding        | Blinding test was used for imaging experiments. And the analysis was performed in a blinded fashion whenever possible                                                      |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Antibodies against HIF1a (NB100-479, Novus), HIF2a (NB100-132, Novus), UCP1 (ab10983, Abcam), PKA Ca (4782S, Cell Signaling), HSL (4107S, Cell Signaling), pHSL (4139S, Cell Signaling), CREB (9197S, Cell Signaling), pCREB (9191S, Cell Signaling) pPKA substrate (9624S, Cell Signaling), pP38 (612289, BD Biosciences), P38 (Sc-7972, Santa Cruz Biotechnology), OXPHOS (ab110413, Abcam), a-tubulin (T6199, Sigma), b-actin (A5441, Sigma), and Lamin B1 (ab16048, abcam) were used. |
| Validation      | All the antibodies were validated by manufacturer and are widely used for similar experiments by other researchers worldwide.                                                                                                                                                                                                                                                                                                                                                             |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                                   |
|-------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | Immortalized murine brown adipocytes (BACs), HEK293FT cells                                                       |
| Authentication                                                    | BAC cells were provided by Dr. Kai Ge (National Institutes of Health). HEK293FT cells were authenticated by ATCC. |
| Mycoplasma contamination                                          | We used the cell lines after testing mycoplasma contamination (ROCHE 10799050001).                                |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | None                                                                                                              |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                              |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | HIF1a AKO, HIF2a AKO and HIF1/2a DKO mice were generated by crossing Adiponectin-Cre mice with Hif1aflox/flox, Hif2aflox/flox, and Hif1aflox/flox/Hif2aflox/flox mice (C57BL/6-Hif1atm3Rsjo/J and C57BL/6-Hif2atm1Mcs/J). HIF1a BKO and HIF2a BKO mice were generated by crossing Ucp1-Cre mice with Hif1aflox/flox and Hif2aflox/flox mice. |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                                                                                                                                                      |
| Field-collected samples | The study did not involve samples collected from the field.                                                                                                                                                                                                                                                                                  |
| Ethics oversight        | All experiments with mice were approved by the Seoul National University Institutional Animal Care and Use Committee (SNUIACUC).                                                                                                                                                                                                             |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

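The read counts per gene that the authors deposited for 12 libraries of mouse iWAT were analysed, with 3 mice in each of the groups TN WT, TN HIF2α AKO, cold WT and cold HIF2α AKO. The authors trimmed the reads with TrimGalore, aligned them with STAR to GRCm38 and counted them with HTSeq. The annotation, the strand setting and the read length are not named in the paper's text. The values are whole read counts without normalization. The table of the whole series and the per-sample tables held the same counts for all 12 libraries. Each library was assigned to its group by its label, and genotypes are given as labelled, because Epas1 counts were not lower in the libraries labelled HIF2α AKO in cold. The table holds 23420 genes, of which 3944 had 0 counts in all libraries, and 5 tallies of reads outside genes. These tallies made up between 21.9 and 27.0% of the reads listed per library and were left out of the totals. Of the reads listed, between 14.1 and 18.9% fell on no feature, between 1.30 and 1.51% were ambiguous and between 4.40 and 9.33% aligned to several places. The 10 highest genes took between 5.68 and 11.8% of the counts, and TMM factors lay between 0.829 and 1.20. At 22368316 to 35204631 counts per library, a count of 0 allows up to 3 counts, and this limit covers counting error only.

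Counts were analysed with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, which left 15306 genes. A quasi-likelihood model with 1 factor of 4 groups was fitted after TMM normalization, and the contrasts were cold HIF2α AKO against cold WT, TN HIF2α AKO against TN WT, cold against TN within each genotype, and the interaction of genotype and temperature. P-values were adjusted by the Benjamini-Hochberg method over all tested genes, with a limit of 0.05. The paper's own thresholds, an unadjusted p under 0.15 and an absolute log2 fold change above 0.2, were applied as well. Values per mouse are CPM after TMM scaling, and log2 values used a prior count of 2. Comparisons of 3 mice against 3 used two-sided exact permutation tests, whose smallest p is 0.1, and by chance 10% of genes show no overlap between such groups.

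The named genes were chosen by a rule set in advance. They are the genes that the paper names for its RNA-seq data, and Epas1, Hif1a, Prkar1a, Prkar2b, Dio2, Elovl3 and Cidea. For each contrast except cold against TN within HIF2α AKO, up to 5 genes with the largest rise and up to 5 with the largest fall were added. These had an adjusted p under 0.05, a mean count of at least 50 and no overlap between the groups. Adipoq, its neighbours and sex-linked genes served as checks of the labels, and other genes named were chosen after their values were seen. Lists of genes for OXPHOS subunits, the mitochondrial ribosome, the TCA cycle, fatty acid oxidation, thermogenesis, PKA subunits, and hypoxia and glycolysis were tested with camera at a correlation of 0.01, with fry and with an estimated correlation, and p-values were adjusted over these 7 lists. A list of genes encoded by mitochondrial DNA had 0 of 13 genes in the table. A family of 8 lists of markers was tested the same way, for macrophages, the cell cycle, lymphocytes, skeletal muscle, epithelium, endothelium, white adipocytes and muscle-like thermogenesis. All of these lists, the first 7 included, were written after the supplementary tables of the paper had been read. A gene that met a rule for the closing section is not reported here. EnrichR and STRING were not rerun. GC content, gene length and positions came from a reference annotation of GRCm38.

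The processing was tested on simulated data with the same groups, in which edgeR recovered 8 of 66 genes changed by 0.5 on the log2 scale, 42 of 65 changed by 1 and 61 of 69 changed by 2, and 5 of its 116 calls were genes that had not been changed. DESeq2 recovered 18 of 66, 53 of 65 and 61 of 69, and 44 of its 185 calls were unchanged genes. Voom, which was used with sample quality weights throughout, recovered 8 of 66, 40 of 65 and 61 of 69, and 6 of its 115 calls were unchanged genes. A list of 72 genes raised by 0.25 was called by camera at its preset correlation. No correlation between the genes of that simulated list was recorded, whereas the estimate for the OXPHOS subunits in the real libraries was 0.88. The simulated call therefore does not show whether camera's calls hold for lists whose genes are as correlated as these subunits. Replicates with the same number did not pair across groups, since 5 of 18 pairs had correlated deviations above 0.1, with a range from -0.43 to 0.39. The alternatives were other normalizations, filters, tools, samples in the fit, thresholds, and each library left out in turn, and the closing section gives their effect.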

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

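Except for the comparison of splits for the adjusted gene counts, the tests in this part were chosen after the results were seen. Genotypes are those on the labels.

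Lists and genes were searched for those in which all 3 HIF2α AKO libraries lay on one side of the WT mean in cold and all 3 on the opposite side of the WT mean at TN. Of 15 lists and 25 genes, the macrophage list and 3 genes met this, where chance gives 6.87% per value if mice vary normally. The macrophage score fell in cold HIF2α AKO and rose in TN HIF2α AKO libraries relative to WT, so that the cold effect minus the TN effect was -0.61. The interaction had a median log2 fold change of -0.66 over 13 of 13 genes, with camera's adjusted p at 3.88e-07, 0.457 with an estimated correlation and 0.761 under fry. Of 100 splits of the genotype labels within each temperature, 13 gave a median interaction as large, so the difference is not separated from chance. The macrophage scores of cold WT replicate 3 and TN WT replicate 3, at -0.55 and -0.44, were the lowest of their groups. A lower share of all cells other than adipocytes in cold HIF2α AKO tissue may contribute, and the macrophage score minus the endothelial score gave a two-sided exact permutation p of 0.4, which does not decide it. Fewer macrophages in that tissue remain open, since the 13 macrophage genes fell together, with no gene further than 0.407 standard errors from the median.

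The genes Lrrk2, Hif3a and Nos2 also lay on opposite sides of the WT mean in all HIF2α AKO libraries in cold and at TN. The cold effect minus the TN effect was -0.35 for Lrrk2, -1.30 for Hif3a and 0.89 for Nos2, and the adjusted p of all 3 for this difference from edgeR's quasi-likelihood test was 1. Hif3a rests on cold WT replicate 1, without which its cold log2 fold change was -0.33. No cause was tested for these genes.

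Zfp949, a gene that the paper does not discuss, was higher in HIF2α AKO libraries by 1.55 on the log2 scale in cold and by 1.57 at TN, and edgeR on the 6 libraries of each comparison did not call it. Of the 10 splits of the 6 libraries in each comparison, 1, the real one, gave as many genes with an adjusted p under 0.05. For the average of both genotype effects, 5 of 100 splits gave as many such genes as the real labels. In the 1.5 Mb on either side of Zfp949, 6 of 17 other tested genes (Cyb5r4, Tbx18, Snhg5, 9430037G07Rik, Bcl2a1d and Ctsh) had a genotype-average p under 0.01, and 0% of 13914 stretches of as many genes elsewhere had as many, where the most was 5. Their genotype-average log2 fold changes lay between -1.07 and -0.26. A difference carried on chromosome 9 in the HIF2α AKO line, such as a segment of another strain, may therefore explain Zfp949. Zfp949 is on another chromosome than Epas1 (17) and Adipoq (16). The counts do not show where the Adiponectin-Cre transgene lies, so a link to the transgene is not ruled out. An effect of HIF2α loss was not tested apart from such a difference, because no WT library carries Cre.

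Kng1, a gene beside Adipoq, had a mean count of 49 in cold HIF2α AKO libraries (70, 43 and 34), where all WT libraries had 0 counts, so it was at least 16.9-fold higher than the floor of 3 counts. At TN, HIF2α AKO libraries had 0, 1 and 1 counts, which is under the floor, so no difference was detectable there. The genes Dnajb11, Kng2, Kng1, Eif4a2 and Rfc4 beside Adipoq had a median genotype-average log2 fold change of 0.53, with snoRNA genes left out. Of 14126 runs of as many neighbouring genes, 0.0496% had a median as high. The run stops before Adipoq (0.009) and was chosen after the results were seen, so this share does not test it against chance. Kng2 was higher by 2.36 in cold and 1.15 at TN, Eif4a2 by 0.56 and 0.50, and Rfc4 by 0.53 and 0.41. At TN, Kng2 was at 0.73 without HIF2α AKO replicate 3, and Rfc4 at 0.27 without WT replicate 1, 0.25 without HIF2α AKO replicate 1 and 0.62 without WT replicate 2. By contrast, Dnajb11 (0.05), Adipoq and St6gal1 showed no such rise. The values are consistent with extra copies of some of these genes carried by the Adiponectin-Cre transgene, of which the counts do not show the extent. Eif4a2 and Rfc4 overlap, so their reads are not fully separate.

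Skeletal muscle genes were high in 2 libraries, with a muscle score of 4.73 in TN HIF2α AKO replicate 2 and 4.52 in cold HIF2α AKO replicate 1, and 1686 and 1387 CPM on the 12 muscle genes, against 38.1 to 116 in the other libraries. All 12 genes were higher in both libraries than in the 10 others, which is consistent with skeletal muscle taken with the fat pad. A muscle-like programme of cold-exposed beige adipocytes is argued against by the TN library, whose score was higher than that of the cold library by 0.21. The list of muscle-like thermogenesis had a median log2 fold change of 0.32 in cold and -0.06 at TN. Its score was 1.89 in cold HIF2α AKO replicate 1, against -0.15 and -0.07 in replicates 2 and 3 and a mean of -0.25 in cold WT. The cold value thus rests largely on that library. The epithelial score was 4.88 in TN WT replicate 3, with 293 CPM on the epithelial genes against 13.3 or fewer elsewhere, and all 10 genes were higher there than in all other libraries, which is consistent with epithelium taken with the fat pad. No biological explanation was tested for the epithelial transcripts.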

How the results depend on the processing

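The alternatives were chosen before the data were examined, and no test here was chosen after the results were seen. At an adjusted p under 0.05, 1 gene differed between the cold groups and 1 between the TN groups. With DESeq2 on all 12 libraries there were 7 and 11, with voom 2 and 2, and with edgeR on the 6 libraries compared 0 and 0, where 445 and 376 genes had an unadjusted p under 0.05. With DESeq2 on the 6 cold libraries there were 13. Zfp949 was among the calls in each of these fits except edgeR on 6 libraries. The counts stayed at 1 in the fits that each left out 1 library, and no gene passed for the interaction in any alternative (0 to 0), with 327 at an unadjusted p under 0.05. The cold response of WT counted 3259 genes, 1752 with edgeR on its 6 libraries alone, 5155 at a limit of 0.1, and from 1381 without TN WT replicate 2 to 3722 without TN WT replicate 3, with 1810 without TN WT replicate 1 and 1469 without cold WT replicate 3. In HIF2α AKO libraries it counted 4138 genes, 6140 with voom and 6066 at a limit of 0.1. In the fits that left out 1 library, it ranged from 1613 without cold HIF2α AKO replicate 1 to 4155. It was 1735 and 2450 without TN HIF2α AKO replicates 1 and 3. Fewer samples in the fit lower the power of these tests. Upper quartile scaling moved the median of all genes by -0.14 in the WT cold response.

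At the paper's thresholds, 725 genes were up and 649 down. Without the filter 1237 were up and 711 down, of which 724 and 471 were among the 725 and 649. With voom 1288 were up and 1604 down, of which 576 and 511 were among them. For both settings the cause was not tested. With p under 0.05, 252 were up and 177 down, by construction. Leaving out 1 library gave from 428 (cold HIF2α AKO replicate 1) to 1283 (cold WT replicate 3) up and from 486 to 1706 down, without the same libraries, with 1291 down without cold HIF2α AKO replicate 3. With the replicate block, a pairing that the libraries do not show, 681 were up and 543 down.

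The medians of 6 lists did not change with the test, but their calls did. OXPHOS subunits (0.25), mitochondrial ribosome (0.15), TCA cycle (0.31), fatty acid oxidation (0.26), thermogenic panel (0.68) and hypoxia and glycolysis (0.17) were called by camera and not with an estimated correlation (adjusted p = 0.306) or fry (adjusted p = 0.416). With the estimated correlation, the larger correlation between genes than the preset 0.01 is the cause by construction, and for fry the cause was not tested. Across the fits that each left out 1 library, the medians ranged from 0.09 to 0.37 for OXPHOS, 0.05 to 0.25 for the mitochondrial ribosome, 0.12 to 0.51 for the TCA cycle, 0.08 to 0.48 for fatty acid oxidation, 0.43 to 0.83 for the thermogenic panel, 0.02 to 0.20 for PKA subunits and 0.11 to 0.27 for hypoxia and glycolysis, and the lowest value of each came without cold HIF2α AKO replicate 1, and the highest of OXPHOS, the mitochondrial ribosome, the TCA cycle, fatty acid oxidation and hypoxia and glycolysis without cold WT replicate 3. The share of OXPHOS subunits among upregulated DEGs was 1.38%, 0.397% with p under 0.05, which is slightly below their share of all genes with no enrichment left (Fisher's exact test, two-sided, p = 1), and 3.58% with DESeq2 on the cold libraries. It ranged from 0% without cold HIF2α AKO replicate 1, where it was not called either, to 3.83% without cold HIF2α AKO replicate 2, and was no longer called without cold WT replicate 1 (0.666%) or 2 (0.653%). The cause was not tested. The thermogenic score difference was 0.61 in cold, from 0.39 without cold HIF2α AKO replicate 1 to 0.72, and 0.55 at TN, from 0.22 without TN WT replicate 2 to 0.98 without TN HIF2α AKO replicate 1.

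The share of Supplementary Data 1 with the paper's sign ranged from 99.6 to 100%. Of Supplementary Data 2, 70.6% was recovered, 63.9% with DESeq2's size factors, 59.1% with at least 10 counts in every library, 63.0% with the replicate block, 83.3% with edgeR on the 6 cold libraries, 100% with DESeq2 on them, 28.2% with p under 0.05, and from 44.8% without cold WT replicate 1 to 61.3% in the fits that left out 1 library. A lower limit lowers this share by construction, and for the other settings the cause was not tested.

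Prkaca ranged from 0.17 to 0.50 across the fits that left out 1 cold library, and was 0.43 with voom. Of 49 results for single genes, 14 changed under some alternative, in 23 cases to weaker, in 8 to stronger and in 9 to the reverse direction. Dio2 in cold was -0.090 without cold HIF2α AKO replicate 1, and up to 0.40 in the other fits that left out 1 library. Adipoq in cold was 0.070 with voom, and ranged from -0.45 to 0.070 (without cold WT replicate 3) in those fits. St6gal1 in cold ranged from -0.25 to 0.039 (without cold WT replicate 2), and was 0.0036 without cold HIF2α AKO replicate 1. Prkaca at TN ranged from -0.036 (without TN WT replicate 2) to 0.39, and was -0.03 without TN HIF2α AKO replicate 2. Epas1 at TN ranged from -0.21 to 0.096 (without TN WT replicate 3), and was 0.07 without TN HIF2α AKO replicate 1. For these reversals the cause was not tested. The depth limits the genes at or under 3 counts, such as Kng1 at TN and Mir3085 with 0 counts in all libraries.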

Differences from the paper's values

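No test in this part was chosen after the results were seen. None of the values compared with the paper's differed beyond the limits set for the comparison in the model of all groups. The number of downregulated DEGs was 649 against the paper's 592, and DESeq2 on the 6 cold libraries gave 592. Of the alternatives set before the data were examined, voom gave 16 values that differed from the paper's, and leaving out 1 cold library gave from 2 values without cold WT replicate 1 to 52 without cold HIF2α AKO replicate 1. The other alternatives gave 0.

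The paper counts Prkaca, Ndufa5, Cox8b, Gapdh, Hk2, Sod2 and Cidea among its DEGs, and none of them passed the paper's thresholds in the model of all groups. With DESeq2 on the 6 cold libraries all 7 passed, and with edgeR on them all but Gapdh did. Prkaca had a log2 fold change of 0.30, and also passed with voom (0.43) and without cold WT replicate 3 (0.50). Ndufa5 also passed with DESeq2's size factors, upper quartile scaling, no filter, DESeq2 on all 12 libraries, voom, without cold WT replicate 3 and without cold HIF2α AKO replicates 2 or 3. Cidea also passed with those size factors, upper quartile scaling, no filter, DESeq2 on all 12 libraries, and without cold WT replicate 2 or cold HIF2α AKO replicate 2. Gapdh also passed without cold WT replicate 3 and without cold HIF2α AKO replicate 2. In fits without a TN library, which keep all 6 cold libraries, Cox8b passed without TN WT replicate 2, Ndufa5 without TN WT replicate 2 or 3 or TN HIF2α AKO replicate 1 or 2, and Cidea without TN WT replicate 2 or 3 or TN HIF2α AKO replicate 1.

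The paper reports lower Hif2a mRNA in HIF2α AKO adipose tissue by qPCR (Supplementary Fig. 2a), and does not state whether these mice were also sequenced. In these libraries the log2 fold change of Epas1 was 0.40 in cold and -0.05 at TN. These counts cover the whole gene and do not resolve the floxed part. They are therefore not the same measure as the paper's qPCR, and do not show whether the floxed part was lost. The paper describes numerous DEGs in HIF2α AKO iWAT. Its limits for the cold comparison were an unadjusted p under 0.15 and an absolute log2 fold change above 0.2. At these limits, 725 genes were up and 649 down in the model of all groups. At the stricter limit of an adjusted p under 0.05, 1 gene was called in cold, and 13 with DESeq2 on the 6 cold libraries.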

Other observations

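Tests of splits for the gene counts, the OXPHOS and thermogenic lists, and of the cold response were set before the data were examined, and the other tests in this part were chosen after the results were seen. Genotypes are those on the labels.

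Cold exposure changed 3259 genes in WT (2389 higher, 870 lower) and 4138 in HIF2α AKO libraries (2381 higher, 1757 lower) at an adjusted p under 0.05. With upper quartile scaling, which shifted the median of all genes downwards in WT, fewer genes were higher than lower, at 1861 of 4370 in WT and 2070 of 4885 in HIF2α AKO libraries. With TMM, the count of changed genes in WT was 1381 without TN WT replicate 2, 1469 without cold WT replicate 3 and 1810 without TN WT replicate 1, and that in HIF2α AKO libraries was 1613 without cold HIF2α AKO replicate 1, 1735 without TN HIF2α AKO replicate 1 and 2450 without TN HIF2α AKO replicate 3. Of the 10 splits of the libraries in each comparison, 1, the real one, gave as many genes. The largest rises in WT were in Ucp1 (12.61 on the log2 scale), Fabp3 (10.39), Elovl3 (9.83) and Dio2 (8.38), and A530050N04Rik was at least 62.7-fold higher. The largest falls were in Epcam (-2.69), Gbp11 (-2.62), Sult1e1 (-2.49), Ptn (-2.15) and Igfbp2 (-1.79). Without TN WT replicate 3, which held epithelial transcripts, Epcam was at -0.95 and Ptn at -0.68, and neither was called. They were not called either without cold WT replicate 1 (-2.88 and -2.12), 2 (-2.86 and -2.32) or 3 (-2.40 and -2.03). Sult1e1 was called in none of the 6 fits that each left out 1 library, where it lay between -2.96, without cold WT replicate 1, and -2.17, without cold WT replicate 3.

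Across 13144 genes, which are not independent replicates, the change in cold HIF2α AKO against cold WT followed the cold response of WT with a Pearson r of 0.13 and a Spearman rho of 0.38. The cold WT libraries enter both changes, and in 20 simulations of unchanged groups that share them r lay between -0.20 and -0.16, so the shared libraries do not explain it. Mice that differ in how far iWAT browned might, since the difference of the thermogenic scores was 1.59 times the larger SD within a group, and 3 mice against 3 cannot tell this apart from an effect of the genotype.

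Of the 10 splits of the 6 cold libraries, 6 gave as many genes past the paper's thresholds as the real one. A median as large was given by 3 splits for OXPHOS subunits, 1 for the thermogenic panel, 4 for the mitochondrial ribosome, 3 for the TCA cycle, 4 for fatty acid oxidation, 3 for hypoxia and glycolysis, 6 for PKA subunits and 4 for macrophage markers, and 3 splits gave as large a share of OXPHOS subunits among upregulated DEGs. With 10 splits the real one cannot fall under a share of 0.1. For the interaction, the real labels gave 0 genes (327 at an unadjusted p under 0.05), so that 100 of 100 splits gave at least as many by construction, which says nothing about chance.

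The higher OXPHOS subunits in cold HIF2α AKO libraries are not explained by gene length or GC content, since lists matched on these and on expression had a median of -0.0061, and 0.04 at most among 10000 lists, against 0.25. A larger share of adipocytes could raise them, and the OXPHOS score minus the white adipocyte score gave a two-sided exact permutation p of 0.2 between the cold groups. Skeletal muscle in cold HIF2α AKO replicate 1 could also raise them, because the median was 0.095 without that library. The OXPHOS score of that library exceeded the mean of the others of its group by 0.42, and that of TN HIF2α AKO replicate 2, which held more muscle transcripts, by 0.41. Libraries with few muscle transcripts did so as well, by 0.53 in TN WT replicate 3 and 0.30 in cold WT replicate 3, so these excesses do not single out muscle. These explanations cannot be told apart from an effect of the genotype. Ucp1, Cidea and Elovl3 were also highest in cold HIF2α AKO replicate 1, by 0.51 or more over the next library, and muscle does not account for these genes, so browning may differ in that mouse.

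Epas1 was not lower in cold HIF2α AKO libraries. Swapped labels are argued against by Eif4a2, whose lowest HIF2α AKO library was above the highest WT library by at least 0.29 on the log2 scale. Reads from exons that Cre leaves in place could keep the count up, but the counts do not resolve exons and the genotype-average log2 fold change of 0.17 does not decide it. Reads from cells without Cre, such as endothelium, could do so too, and endothelial markers had a genotype-average median of 0.014. The 4 tested sex-linked genes were expressed in all libraries, and Xist had 12 counts or fewer.

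Of the other lists, the cold medians were -0.17 for lymphocyte markers (11 of 13 lower) and 4.63 for skeletal muscle markers (12 of 12 higher). The muscle median rests on cold HIF2α AKO replicate 1, with a score of 4.52. The score was -1.35 and -1.62 in replicates 2 and 3 of that group, and -2.12 to -1.35 in cold WT. The medians were -0.46 for epithelial markers, 0.10 for endothelial markers (10 of 12 higher) and -0.08 for white adipocyte genes, of which 7 were lower and 5 higher. Macrophage and cell cycle markers were called lower in cold by camera (adjusted p = 2.52e-04 and 9.10e-04 over 8 lists), and neither was called under fry, where the adjusted p from limma was 0.725. Supplementary Data 2, which came from the same libraries, holds 7 of the macrophage and 10 of the cell cycle markers. The camera calls are therefore not independent of that selection. At TN, macrophage markers were higher by a median of 0.27 and white adipocyte genes by 0.28. Each rise rests largely on 1 TN WT library. The macrophage score was 0.34, 0.19 and -0.44 in TN WT replicates 1 to 3, and 0.28 to 0.34 in TN HIF2α AKO libraries. The white adipocyte score was -0.59, -1.34 and -0.14 in TN WT replicates 1 to 3, and -0.94 to 0.08 in TN HIF2α AKO libraries. Among genes that the paper followed by other methods, the cold log2 fold change was 0.07 for Prkar1a, 0.25 for Prkar2b, 0.18 for Hif1a and 0.23 for Dio2. Without cold HIF2α AKO replicate 1, Prkar1a was at 0.028, Prkar2b at 0.019 and Dio2 at -0.090, and without cold WT replicate 1, Prkar1a was at 0.016, Prkar2b at 0.080 and Hif1a at 0.047. The highest values in the fits that left out 1 cold library were 0.12, 0.43, 0.27 and 0.40, in the order given first.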
